# Cold-induced nucleosome dynamics linked to silencing of Arabidopsis *FLC*

**DOI:** 10.1038/s41467-025-60735-z

**Published:** 2025-07-01

**Authors:** Miguel Montez, Danling Zhu, Jan Huertas, M. Julia Maristany, Bas Rutjens, Mathias Nielsen, Rosana Collepardo-Guevara, Caroline Dean

**Keywords:** Chromatin structure, Plant molecular biology, Gene silencing, Gene regulation, Nucleosomes

## Abstract

Temperature influences nucleosome dynamics, and thus chromatin, to regulate gene expression. Such mechanisms underlie the epigenetic silencing of Arabidopsis *FLOWERING LOCUS C* (*FLC*) by prolonged cold. Here, we show a temperature-dependent transition in local chromatin structure at the H3K27me3 nucleation region, from a modality active for transcription to a state that can be Polycomb silenced. In vivo chromatin measurements and coarse-grained simulations at near-atomistic resolution show that the active transcription state is characterised by a highly dynamic nucleosome arrangement that exposes the *FLC* transcription start site (TSS). Cold exposure then changes the chromatin by reducing nucleosome dynamics and re-positioning the + 1 nucleosome, leading to transcriptional repression. This local chromatin transition partially depends on VERNALIZATION1 (VRN1), a non-sequence-specific DNA-binding protein. Loss of VRN1 results in hyperaccumulation of H2A.Z, more dynamic nucleosomes and an inability to accumulate H2Aub and H3K27me3. Our work highlights how local nucleosome dynamics link to chromatin structure transitions to integrate temperature inputs into epigenetic switching mechanisms in plants.

## Abstract (web summary)

Montez et al. show that cold induces local nucleosome dynamics mediated by a non-sequence-specific DNA-binding protein important for controlling flowering time in plants. This has helped understand how plants adjust gene expression to the environment.

## Introduction

Histone modifications and variants^1–6^, DNA supercoiling^7^, RNA-DNA hybrids^8,9^, and the intrinsic plasticity of nucleosome particles^10–17^ all influence the biological function of chromatin. However, how local structural alterations in chromatin interact with these factors to impact gene regulation is still poorly understood. One gene where the impact of different regulatory mechanisms has been integrated is Arabidopsis *FLOWERING LOCUS C* (*FLC*). This is a target of many conserved co-transcriptional and epigenetic pathways and so has become an important model for understanding how local chromatin influences gene silencing. Epigenetic silencing of the *FLC* gene by the prolonged cold of winter promotes flowering; this aligns the developmental transition to reproduction with the favourable environmental conditions of spring^18–20^. *FLC* is transcriptionally repressed during cold exposure and switched to an epigenetically silenced state by a Polycomb Repressive Complex 2 (PRC2). The transcriptional repression occurs gradually and involves antisense transcription-coupled demethylation of H3K36me3 and H3K4me1^21–23^. In contrast, PRC2 nucleation occurs in an ON/OFF switch-like mode independently at each allele, resulting in H3K27me3 at the Polycomb Response Element (PRE)/nucleation region (the first ~three nucleosomes of the gene). At the whole organism level, this manifests as slow, quantitative, local accumulation of H3K27me3^24–27^. Once plants return to warm temperatures, H3K27me3 spreads over the entire locus in a cell cycle-dependent fashion, delivering effective long-term silencing. Many other histone modifications have been characterised at *FLC*, as well as other cold-induced changes in the chromatin state but how they integrate to deliver epigenetic silencing remains unclear.

Although *FLC* silencing must be stable through cell division to provide a memory of winter, *FLC* must be reactivated after flowering to ensure the next generation of plants requires vernalisation. This reactivation occurs in the embryo and, potentially, also in the gametes^28,29^. This requires the SWR1 remodelling complex, which exchanges H2A with the variant H2A.Z^30–33^. Mutants in components of the SWR1 complex display early flowering phenotypes^30,31^ and a compromised response to temperature^34^. H2A.Z has previously been shown to enable a dynamic response to temperature changes^34,35^, but its impact on Polycomb silencing is not fully understood.

The components required for *FLC* silencing have been elucidated using forward genetic screens. These identified *VRN1*, *VRN2*, *VIN3* and *VRN5* and except for *VRN1*, these encode components of the core PRC2 and PRC2-accessory proteins^36^. VRN1 contains two DNA-binding domains with characteristics of the plant-specific B3 transcription factor family^37^. VRN1 binds DNA in a non-sequence-specific manner in vitro and broadly associates with all five metaphase chromosomes in vivo^37,38^. Surprisingly, we find that loss of VRN1 leads to local overaccumulation of H2A.Z at *FLC*. This led us to hypothesise that VRN1 affects nucleosome dynamics, contributing to the silencing of *FLC*. We show that VRN1 mediates cold-induced changes to the nucleosomes at the *FLC* nucleation region, including repositioning of the +1 nucleosome. We also show that VRN1 associates with chromatin just upstream of the *FLC* transcription start site (TSS), interacts in vivo with a range of chromatin remodelers and histone deacetylases, and promotes PRC1 and PRC2 activity at the *FLC* nucleation region. This encouraged us to investigate the structural behaviour of chromatin around *FLC* using molecular simulations with a near-atomistic residue/base pair-resolution coarse-grained model^13^. Combined, our data show how nucleosome dynamics link to local chromatin structure transitions to integrate temperature inputs into epigenetic switching mechanisms.

## Results

### Polycomb nucleation at *FLC* requires VRN1-mediated chromatin regulation

To investigate the role of VRN1 in *FLC* silencing, we analysed *FLC* mRNA levels over a cold exposure time course comparing wild-type FRI (a Col-0 background containing a functional *FRIGIDA* allele) and *vrn1-4* FRI. The *vrn1* mutation compromises *FLC* silencing, as previously observed in a different Arabidopsis genotype^37^. Moreover, the effect of *vrn1* on *FLC* expression was as strong as the PRC2-accessory protein mutant *vin3* (Fig. 1A). The *vrn1* mutation also prevented the quantitative accumulation of the PRC2-mediated H3K27me3 and PRC1-mediated H2Aub histone marks that are observed at the nucleation region in wild-type plants (Fig. 1B, C).

**Fig. 1:**
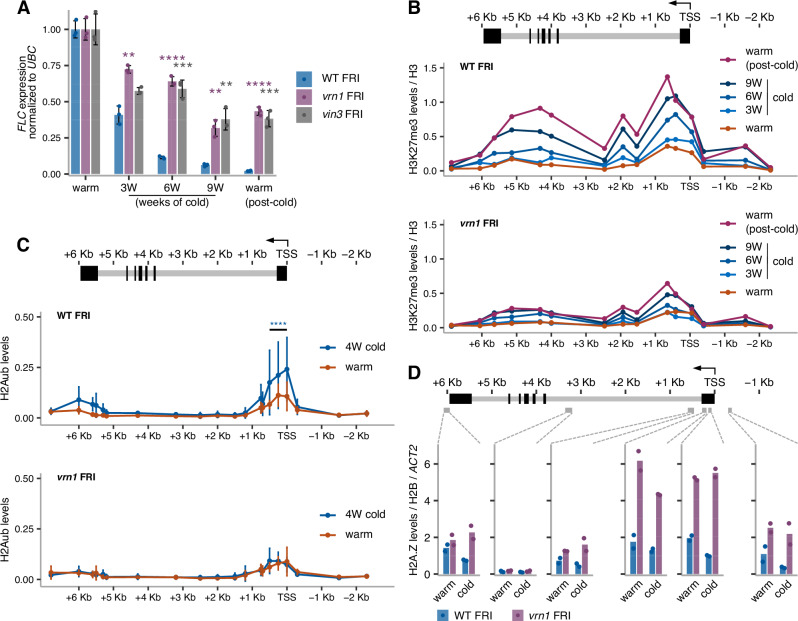
VRN1 is required for the cold-induced transcriptional shutdown and Polycomb nucleation at *FLC.* **A**–**C** Seedlings grown at warm temperature, or subjected to three (3 W), four (4 W), six (6 W) or nine (9 W) weeks of cold, and 10 days back to warm after nine weeks of cold (warm post-cold). (A) *FLC* mRNA levels by RT-qPCR normalised to *UBC21* (AT5G25760) in WT FRI, *vrn1-4* FRI, and *vin3-4* FRI, in the cold and post-cold relative to the warm. **B** H3K27me3 ChIP-qPCR levels as percent of input normalised to H3 in WT FRI and *vrn1-4* FRI. **C** H2Aub ChIP-qPCR levels in percent of input normalised to H3 in WT FRI and *vrn1-4* FRI seedlings grown in the warm and subject to 4 weeks of cold. Statistical differences were assessed over a region encompassing three amplicons. **D** H2A.Z ChIP-qPCR levels in percent of input normalised to H2B and *ACTIN2* in WT FRI and *vrn1-4* FRI seedlings in the warm and after six weeks of cold. **A**–**D** Bars and error bars show the mean +/− SD. Points show individual biological replicates, *n* = 3 (**A**, **C**), *n* = 2 (**B**, **D**). **p-value < 0.01, ***p-value < 0.001, ****p-value < 0.0001 from two-tailed Student’s *t*-test. Schematic representation of the *FLC* locus on the top of the plots with exons as black boxes and introns as grey lines. An arrow at the TSS indicates the direction of transcription.

Chromatin IP analysis showed the histone variant H2A.Z hyperaccumulates within the nucleation region of *FLC* in the *vrn1* mutant, both before and after cold (Fig. 1D). This suggested that VRN1 function is associated with removing or limiting H2A.Z from *FLC* chromatin. ARP6 is a component of the SWR1 remodelling complex involved in the deposition of H2A.Z in Arabidopsis and an *arp6* mutation affects the levels of H3 acetylation, H3K4me3^39^ and H2A.Z^33^ over the promoter-proximal region of *FLC*, lowering *FLC* expression and accelerating flowering^31^. Genetic analysis between *vrn1-4* FRI and *arp6-1* FRI showed that the late flowering phenotype of *vrn1-4* FRI is suppressed by *arp6-1* after plants returned to warm conditions (Supplementary Fig. 1A, B), with *FLC* expression levels in the double mutant very similar to those in the single *arp6-1* FRI (Supplementary Fig. 1C). This supports a role for VRN1 in removing H2A.Z from *FLC* chromatin during epigenetic silencing.

### VRN1 is a chromatin regulator that associates with *FLC* 5’ region

Next, we complemented the *vrn1* mutant with a transgene containing a FLAG-tagged VRN1 genomic sequence under its endogenous 5’ and 3’ regulatory sequences. VRN1-FLAG *vrn1* FRI rescues the WT FRI flowering phenotype (Supp Fig. 1D). ChIP experiments on two independent VRN1-FLAG *vrn1* FRI transgenic lines showed high levels of VRN1 protein accumulating at the 5’ region of *FLC* (Fig. 2A). This indicates that even though VRN1 can bind DNA in a non-sequence-specific manner^37,38^, it preferentially accumulates close to the *FLC* TSS in vivo. Surprisingly, VRN1 association with *FLC* chromatin is observed both before and after cold at similar levels (Fig. 2A). These results could explain the constitutive accumulation of H2A.Z at *FLC* in the *vrn1* mutant.

**Fig. 2:**
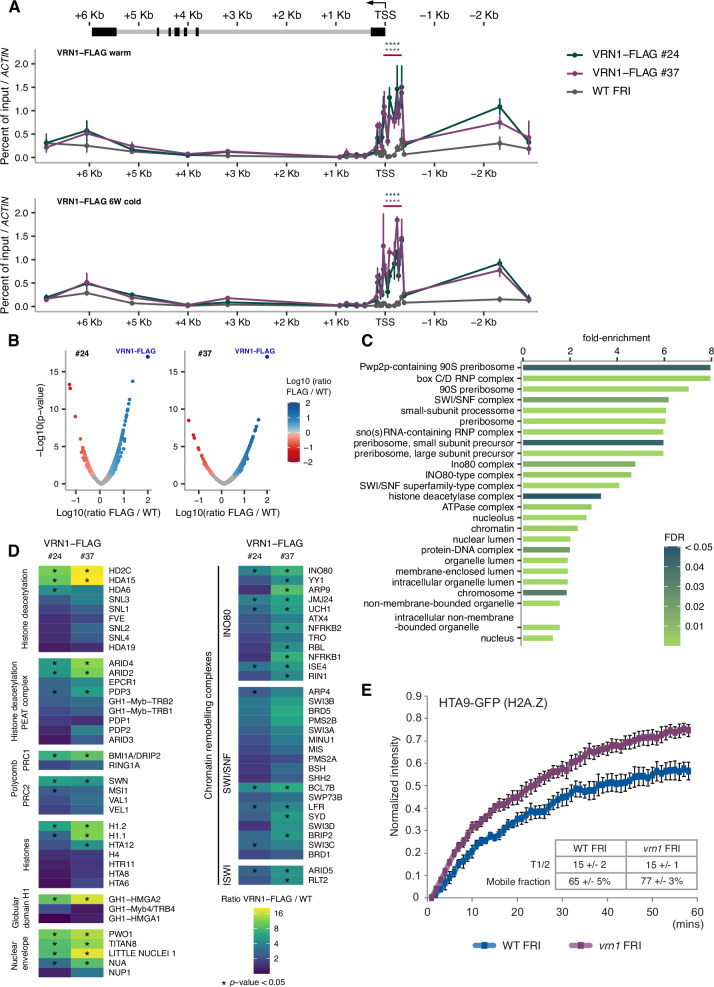
VRN1 controls *FLC* chromatin dynamics. **A** FLAG ChIP-qPCR levels as percent of input in the VRN1-FLAG *vrn1-4* FRI #24 and #37 normalised to *ACT7* (AT5G09810) and relative to WT FRI. Seedlings grown at warm temperatures (top panel) or subjected to 6 weeks of cold (6 W cold; bottom panel). Points and error bars show the mean +/− SD, *n* = 3 biological replicates. ****p-value < 0.0001 from two-tailed Student’s *t*-test over a region encompassing eight amplicons. Schematic representation of the *FLC* locus on the top of the plot with exons as black boxes and introns as grey lines. An arrow at the TSS indicates the direction of transcription. **B** Volcano plot with all proteins identified by mass spectrometry analysis after VRN1-FLAG IP in the VRN1-FLAG *vrn1-4* FRI #24 (left) and #37 (right) transgenic seedlings grown at warm temperature. Colour scale indicates the enrichment ratio of FLAG IP in transgenic plants over IP in plants without the VRN1-FLAG transgene (on a logarithmic scale), *p*-value from two-tailed Student’s *t*-test. **C** Gene ontology terms for cellular component (GO:CC) for the proteins from VRN1-FLAG IP-MS for which the enrichment ratio over IP in plants without the VRN1-FLAG transgene was higher than 2-fold and *p*-value lower or equal to 0.05, in both lines #24 and #37, *p*-value from Fisher’s Exact test with Bonferroni correction for multiple testing. **D** Proteins enriched in the VRN1-FLAG IP over IP in plants without the VRN1-FLAG transgene involved in chromatin regulation selected from the GO:CC terms. The colour scale indicates the enrichment levels on a logarithmic scale. *p-value < 0.05 from two-tailed Student’s *t*-test. **E** FRAP normalised fluorescence intensity for pHTA9::HTA9-GFP (H2A.Z) in WT FRI and *vrn1-4* FRI seedlings grown at warm temperature. Points and error bars show the mean +/− SD, *n* = 5 biological replicates. The average half-time recovery (T1/2) and percentage of mobile fraction for each genotype are shown.

To gain insight into the function of VRN1 in *FLC* chromatin regulation, we performed IP-MS using two independent transgenic lines of the VRN1-FLAG *vrn1* FRI. Proteins associated with VRN1-FLAG were immunoprecipitated from purified nuclei from crosslinked seedlings grown at warm temperature, and identified by mass spectrometry (Fig. 2B). WT FRI plants without the VRN1-FLAG transgene were used as a control for the IP and only proteins enriched in the VRN1-FLAG IP relative to WT IP were considered. Gene ontology analysis showed that the enriched proteins are overrepresented in cellular component (CC) terms associated with chromatin remodelling and histone deacetylation (Fig. 2C). Among the most prevalent interactors of VRN1 are components of histone deacetylase complexes (HDACs) and chromatin remodelling complexes from the INO80 and SWI/SNF families (Fig. 2D). Both PRC1 and PRC2 components were also enriched in the VRN1 IP (Fig. 2D). Many of the interactions were also detected in IP-MS from plants subjected to three weeks of cold (Supp Fig. 2).

### VRN1-mediated cold-induced silencing of *FLC* involves alterations to the nucleosomes

Since VRN1 impacts *FLC* chromatin and interacts with chromatin regulators, we used Fluorescence Recovery After Photobleaching (FRAP) to measure the impact of VRN1 on histone dynamics. Globally, H2A.Z-containing chromatin, assayed using an HTA9-GFP transgene^34^ in *vrn1*, was found to be more dynamic than in WT (Fig. 2E). H3.3-containing chromatin (assayed using HTR5-GFP^40^ is also more dynamic in *vrn1* than in WT (Supplementary Fig. 3A). At *FLC*, the H3.3 levels are changed in *vrn1* only in plants subjected to cold (Supplementary Fig. 3B). In contrast, H2A.Z changes in *vrn1* are observed both in the warm and cold, suggesting a different impact of *vrn1* mutation on the two histone variants. These results support the idea that VRN1 promotes a less dynamic chromatin state, consistent with an opposing function to ARP6 activity, as the genetic analysis had indicated. The FRAP analysis also supports a general function for VRN1 in chromatin dynamics, consistent with the widespread association of VRN1 with mitotic chromosomes, and the regulation of genes other than *FLC* independently of vernalisation^37,38^. Using a dominant repressor tag to overcome genetic redundancy, VRN1 was shown to be essential for Arabidopsis development^41^.

We then explored the role of VRN1 in chromatin dynamics at *FLC*. We selected an approach to investigate nucleosome dynamics based on salt-solubility of micrococcal nuclease (MNase)-treated chromatin, shown to reflect epigenome dynamics^42^. After MNase digestion of purified and permeabilised Arabidopsis nuclei, low salt buffer was used to solubilise and extract chromatin. DNA was assayed using five different qPCR amplicons, all mapping in the 5’ region of *FLC*. The results show higher levels of solubilised chromatin before cold compared to after, and in the *vrn1* compared to WT (Fig. 3A). This suggests that biophysical properties of the nucleosomes are altered by cold and VRN1 in a similar manner, potentially with the accumulation of H2A.Z accounting for the increased chromatin solubility and higher nucleosome dynamics in the *vrn1* mutant.

**Fig. 3:**
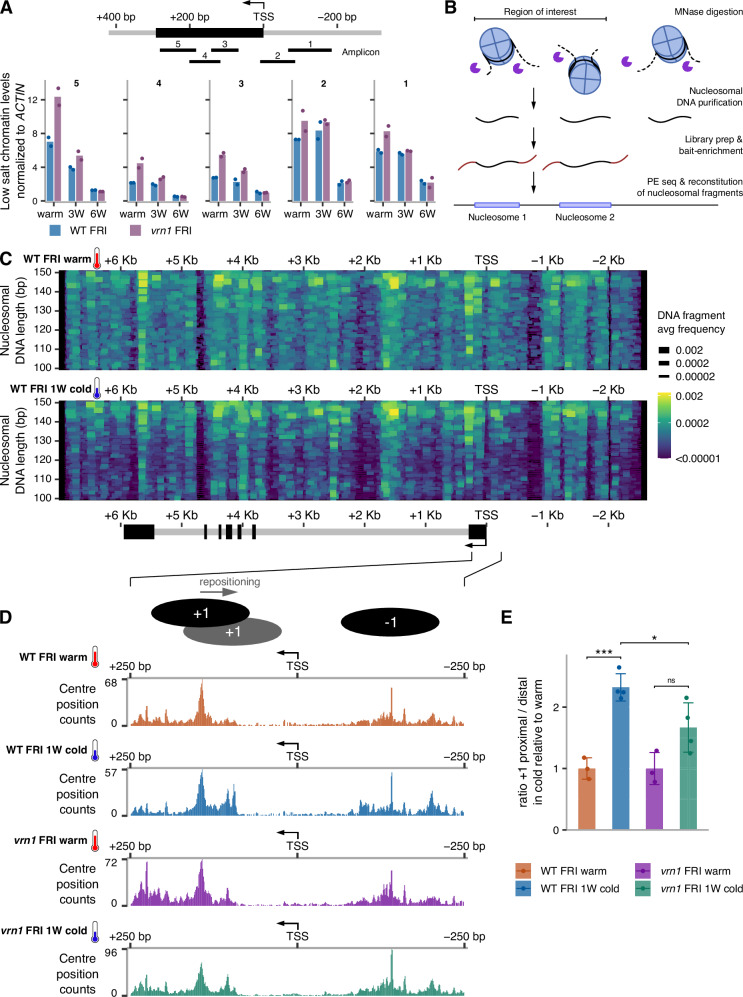
Nucleosome dynamics underlying the cold-induced silencing of *FLC.* **A** MNase-qPCR analysis at *FLC* on chromatin fraction eluted under low salt (80 mM NaCl) in WT FRI and *vrn1-4* FRI seedlings grown at warm temperature or subjected to 3 (3 W) or 6 (6 W) weeks of cold. qPCR was performed with 5 different primer pairs along the 5’ region of *FLC* (amplicons shown in the schematics above). Bars and error bars show the mean +/− SD. Points show independent biological replicates, *n* = 2. Data was normalised to undigested DNA and *ACTIN2*. Schematic representation of the 5’ end of *FLC* locus on the top of the plot with exon 1 in black and an arrow over the TSS indicating the direction of transcription. **B** Schematic representation of MNase-seq procedure where MNase was used to digest chromatin in purified nuclei. The DNA fragments protected against digestion were purified and used for library prep. Fragments from genomic regions of interest that include FLC and other loci were enriched from the genome-wide libraries to increase depth. MNase-protected DNA fragments are reconstituted from paired-end reads allowing high-resolution mapping of nucleosome positions. **C** The entire nucleosomal DNA fragments were plotted as coloured horizontal segments. The genomic position on the *x*-axis is aligned and in scale with the schematic representation of the *FLC* gene on the bottom; exons in black, introns in grey. The *y*-axis shows the length of the DNA fragments protected from MNase digestion and reconstituted from paired reads. Both segment colour and width scales represent the average frequency of a detected DNA fragment within the *FLC* locus in WT FRI seedlings at warm temperature (top), or after 1 week of cold (bottom). **D** Plot showing the centre position of nucleosomal DNA fragments reconstituted from paired MNase-seq reads at the 5’ end of *FLC* in WT FRI and *vrn1-4* FRI seedlings at warm temperature or after 1 week of cold (1 W cold). A representation of the +1 and −1 nucleosome positions inferred from the data were added to the schematics on the top. **E** *FLC* + 1 nucleosome repositioning assessed by plotting the ratio of nucleosomal fragments within a TSS-proximal window divided by those in a TSS-distal window for each sample in the cold normalised to warm (see “Methods”). The windows are shown at the bottom of Supp5C. Bars and error bars represent the mean +/− SD. Points represent individual biological replicates, *n* = 3 for WT FRI warm and *vrn1-4* FRI warm, and *n* = 4 for WT FRI cold and *vrn1-4* FRI cold. ns *p*-value >= 0.05, *p-value < 0.05, ***p-value < 0.001 from two-tailed Student’s *t*-test.

### High-resolution mapping of the nucleosome distribution at *FLC*

To understand which aspect of the biophysical properties of the nucleosomes was changing in response to cold and VRN1 we performed a more comprehensive analysis of nucleosome dynamics. We used a targeted MNase-seq to map nucleosomes on genes of interest. Chromatin was digested with MNase in Arabidopsis nuclei, and subsequently, mono- and sub-nucleosomal DNA fragments were isolated and used for whole-genome library preparation. These libraries were then specifically enriched by bait hybridisation for the DNA sequences from *FLC* and other selected loci and then paired-end sequenced (see “Methods”; Fig. 3B). This targeted enrichment allowed high-resolution mapping of nucleosomes at *FLC*. 

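The fragments of *FLC* in 14 of these libraries were analysed. They came from WT FRI, which is Col-0 with a functional *FRIGIDA* allele, and from the *vrn1-4* FRI mutant. Seedlings grown for 10 days at 22 °C gave 3 libraries per genotype (warm), and seedlings given 1 further week of cold gave 4 libraries per genotype (1W cold). MNase digests DNA that is not held by a nucleosome, so the ends of each fragment mark the borders of the protected DNA. The *FLC* target region runs from 3172382 to 3181949 (9568 bp) on chromosome 5 of TAIR10, and the gene is read from the minus strand, with exon 1 from 3179155 to its transcription start site (TSS). All 237 *FLC* bait sequences matched the reference at their stated coordinates. The authors aligned the read pairs to TAIR10, rebuilt each fragment from its pair, kept lengths from 100 to 150 bp and deposited each distinct fragment with its frequency. That frequency is a fraction, the number of fragments with the same start and end divided by all fragments over the locus, so each library sums to 1 and a rise at one place requires a fall elsewhere in *FLC*. The values therefore carry no comparison with other genes. The number of sequenced fragments is not part of these values, so the depth is not given. As a guide, the libraries held 14166, 27911 and 90960 distinct fragments in WT FRI warm, 46448 to 109647 (median 62819) in WT FRI 1W cold, 63003 to 82621 (median 77149) in *vrn1-4* FRI warm and 86946 to 124173 (median 95551.5) in *vrn1-4* FRI 1W cold. Every frequency was a whole multiple of the smallest frequency of its library, and this smallest frequency differed 23.9-fold between libraries, so rare fragments were resolved more coarsely in some libraries, most of all in WT FRI warm replicate 2. Profiles of fragment midpoints along *FLC* gave a Pearson's r of 0.762 to 0.976 (median 0.915) over the 18 pairs of libraries of one condition. Over the 73 pairs from different conditions r was 0.673 to 0.959 (median 0.825), where r is taken across positions, which are not independent replicates. From here, fragments were summed by window or by midpoint in each library. Groups were compared by two-sided exact permutation tests on the difference of means, whose smallest possible p is 0.0286 for 3 libraries against 4 and for 4 against 4, and 0.1 for 3 against 3.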

The full nucleosomal DNA sequences (length 100-150 bp) were reconstituted from paired reads and plotted along the *x*-axis displaying positional information (Fig. 3C). DNA fragment length changes, plotted on the *y*-axis, are indicative of biophysical differences between nucleosomes and/or their digestion^43–45^. 

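The mean length of the fragments over *FLC* was 128.2 ± 2.67 bp (SD, n = 3) in WT FRI warm and 132.4 ± 0.521 bp (SD, n = 4) in WT FRI 1W cold. The difference of 4.21 bp had the smallest p this design allows (exact permutation test, p = 0.0286). Counting each distinct fragment once, irrespective of its frequency, moved it most, to 2.41 bp (p = 0.0286 by the same exact test). In *vrn1-4* FRI the mean length was 126.4 ± 1.66 bp (SD, n = 3) in the warm and 128.0 ± 1.31 bp (SD, n = 4) in the cold, a difference of 1.58 bp that lay within the spread of the libraries when these were taken as unpaired (exact permutation test, p = 0.257). With each library left out in turn, this difference was 0.621 to 2.13 bp. The mean length was longer in the cold in all 3 pairs of *vrn1-4* FRI libraries with the same replicate number (exact permutation test, p = 0.25, the smallest that 3 pairs allow). The change in the cold was not shown to differ between the genotypes (difference of -2.64 bp, permutation of the genotype labels within each temperature, p = 0.317). Within the cold, *vrn1-4* FRI fragments differed from WT FRI fragments by -4.42 bp (exact permutation test, p = 0.0286). Because lengths outside 100 to 150 bp had been removed, fragments that crossed either limit do not enter these means.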

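Coverage around the *FLC* TSS was computed as the percentage of *FLC* fragments of 100 to 150 bp that cover a base, averaged over a window of chromosome 5 (TAIR10). In WT FRI warm it was 0.45 ± 0.0357% (SD, n = 3) from 3179398 to 3179498, which spans the TSS. It was 1.77 ± 0.213% upstream of the TSS, from 3179508 to 3179648, and 2.05 ± 0.408% downstream, from 3179248 to 3179388 within exon 1. After 1 week of cold the same windows held 0.420 ± 0.0350%, 1.35 ± 0.148% and 1.71 ± 0.301% (SD, n = 4). In *vrn1-4* FRI the window over the TSS held 0.475 ± 0.0834% in the warm (SD, n = 3) and 0.472 ± 0.0493% in the cold (SD, n = 4), against 2.21 ± 0.703% and 2.25 ± 0.591% upstream and 2.91 ± 0.173% and 2.12 ± 0.172% downstream. Coverage over the TSS was below that of both neighbouring windows in 14 of 14 libraries.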

The nucleosome distribution at *FLC* (Fig. 3C) has a typical short nucleosome-depleted region (NDR) around the *FLC* TSS, flanked by prominent nucleosomes at −1 and +1, as generally observed in most eukaryotes including Arabidopsis^46–48^. The nucleosomes across the entire *FLC* gene show a diverse pattern of positions and DNA length indicative of a variety of nucleosome states. 

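The most frequent midpoint, taken from midpoint frequencies averaged over 11 bp, varied little between libraries at both ends of *FLC*. Upstream of the TSS it lay at -137 bp (3179585 on chromosome 5, TAIR10) in WT FRI warm, and between -137 and -135 bp in each of the 14 libraries. Near the transcription termination site (TTS) it lay 5641 bp downstream of the TSS, at 3173807 in exon 7, in all 14 libraries. The windows of these nucleosomes held 2.02 ± 0.269% of *FLC* fragments upstream of the TSS and 4.70 ± 0.393% near the TTS in WT FRI warm (SD, n = 3). Inside intron 1, at the place of the +3 nucleosome, the most frequent midpoint was less fixed, from 458 to 489 bp in the WT FRI warm libraries, from 439 to 465 bp in WT FRI 1W cold, from 464 to 465 bp in *vrn1-4* FRI warm and from 465 to 489 bp in *vrn1-4* FRI 1W cold. The prediction from the DNA sequence was not analysed here.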

Well-defined positions are detected at the borders of the gene (both 5’ and 3’ end), partially agreeing with the predicted nucleosome positioning based on the genomic DNA sequence (Fig. 3C, and Suppementary Fig. 4A). 

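The distribution of fragments along *FLC* was compared between 1W cold and warm in 96 bins of 100 bp, by limma on the log2 of each bin's share of *FLC* fragments plus a pseudocount of 0.0001, fitted over all 14 libraries, with Benjamini-Hochberg adjustment. The reference here is the total of *FLC* itself, since fragments of *ACT7* and *GAPDH* were not used here, so a change of the whole locus relative to other genes would not be seen. In WT FRI, 2 bins passed an adjusted p of 0.05, both higher in the cold, and 28 bins had an unadjusted p under 0.05. The bin from 3178982 to 3179081 in intron 1 rose from 0.704 ± 0.0252% (SD, n = 3) to 1.03 ± 0.0659% (SD, n = 4) of *FLC* fragments, a log2 change of 0.54 (standard error 0.0934, adjusted p = 0.00486 from limma). The bin from 3174482 to 3174581 in intron 6 rose from 1.14 ± 0.0839% to 1.55 ± 0.136%, a log2 change of 0.44 (standard error 0.0944, adjusted p = 0.0185 from limma). This second bin lost its call in 4 of the 7 fits that each left out 1 WT FRI library. In *vrn1-4* FRI no bin passed and 15 had an unadjusted p under 0.05. The log2 changes of the same bins were -0.07 (adjusted p = 0.60) and 0.25 (adjusted p = 0.265) there. With replicate number as a block, fitted over replicates 1 to 3 of all 4 groups, 12 bins passed in *vrn1-4* FRI, 11 of them higher in the cold. This fit also left out replicate 4 of both cold groups. Its count can therefore not be credited to the pairing alone. The median log2 change over all bins was 0.01 in WT FRI and 0.11 in *vrn1-4* FRI. Single libraries decided these counts in part. Leaving out WT FRI warm replicate 3 moved the WT FRI count most, to 10 bins, and 9 passed without WT FRI cold replicate 1, while 9 passed in *vrn1-4* FRI without *vrn1-4* FRI cold replicate 4.

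**Figure D1:**
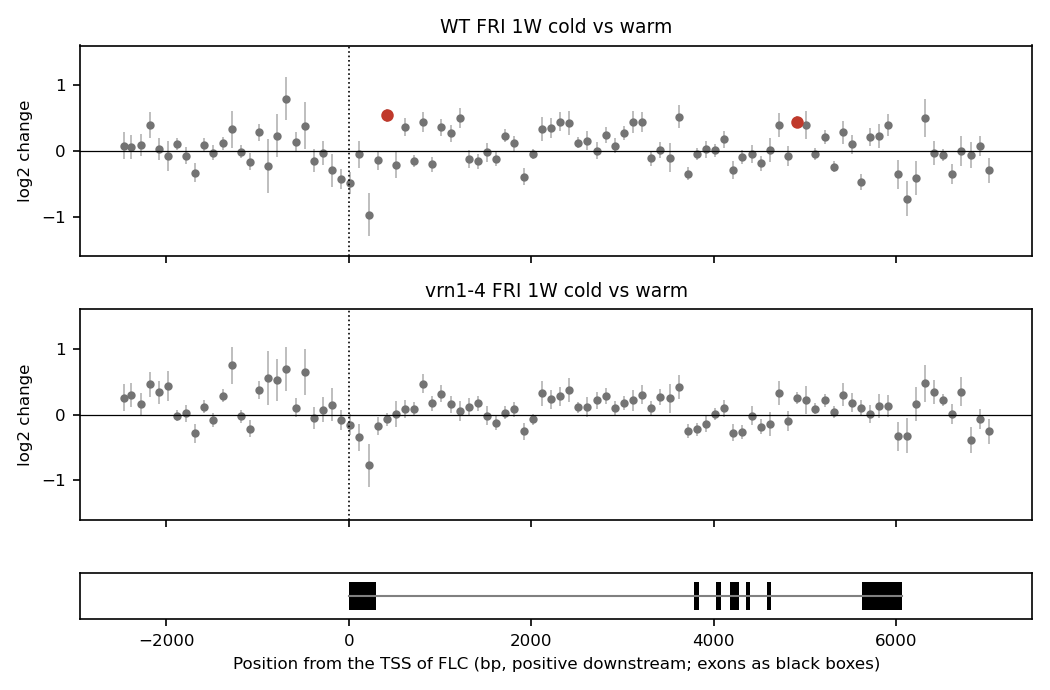
Log2 change of the share of *FLC* fragments between 1W cold and warm (y-axis) in bins of 100 bp along *FLC* (x-axis, bp from the TSS), for WT FRI (top) and *vrn1-4* FRI (middle), with the exons as black boxes (bottom). Points are limma estimates and bars their standard errors. The 2 bins past the adjusted p of 0.05, larger and in red, are those in introns 1 and 6 of WT FRI.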

Surprisingly, despite the changes in *FLC* expression in response to cold, there were no large-scale changes in nucleosome occupancy at *FLC* after normalisation to the total occupancy at reference genes (Supplementary Fig. 4B).

**Fig. 4:**
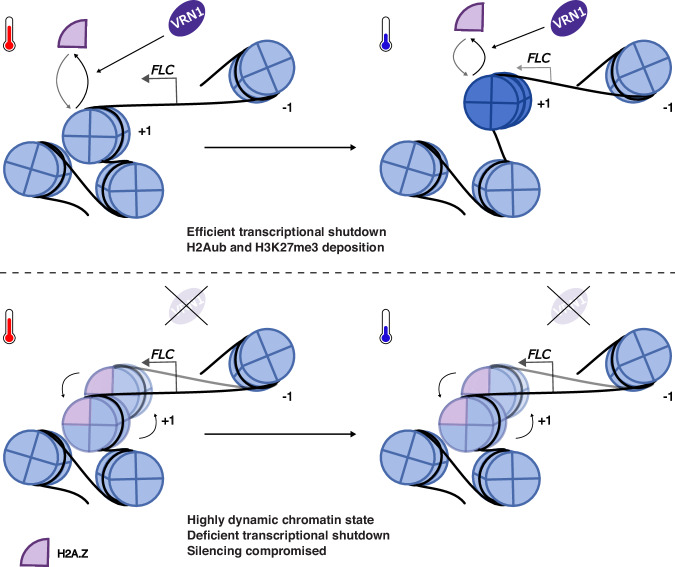
Nucleosome dynamics modulating chromatin structure changes at *FLC* during cold-induced transcriptional silencing. Schematic representation of the nucleosome dynamics at the 5’ end of *FLC*. In the wild type (top), cold induces the repositioning of the +1 nucleosome towards the TSS with the potential to drive structural changes to the chromatin locally. This is associated with reduced nucleosome dynamics enabling transcriptional shutdown and epigenetic silencing of *FLC*. The local alterations to the chromatin are dependent on VRN1 possibly via limiting the incorporation of the histone H2A.Z variant. In a *vrn1* mutant (bottom), H2A.Z accumulates at the first nucleosomes of *FLC* increasing nucleosome dynamics and compromising the stable positioning of the +1 nucleosome.

### Cold temperature drives the repositioning of the + 1 nucleosome closer to *FLC* TSS

A closer inspection of the nucleosomes near *FLC* TSS in warm-grown plants (Fig. 3D) revealed the presence of either a di-nucleosome structure, with the +1 and +2 nucleosomes frequently occupying adjacent positions, or one nucleosome that could occupy alternative positions. 

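In WT FRI warm, fragment midpoints downstream of the TSS were most frequent at 147 bp (3179301 on chromosome 5, TAIR10), inside exon 1, and at 291 bp (3179157), beside the border of exon 1 and intron 1. The most frequent midpoint of single libraries lay between 145 and 147 bp for the +1 nucleosome and between 284 and 292 bp for the +2 nucleosome. After subtraction of 147 bp of nucleosomal DNA, the space between the +1 and +2 midpoints was -3 bp over the mean of the libraries and -4 ± 5.20 bp in single libraries (SD, n = 3). A value under 0 means that 147-bp footprints centred on these midpoints would overlap. The window of the +1 midpoints (3179248 to 3179388) held 2.29 ± 0.504% of *FLC* fragments and that of the +2 midpoints (3179068 to 3179228) 4.21 ± 0.605% (SD, n = 3). Fragments longer than 150 bp were not analysed here.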

The MNase-protected fragments of 250-300 bp in that region favour the di-nucleosome model (Supp Fig. 4C). Moreover, the MNase-seq data in plants exposed to cold shows repositioning of the +1 nucleosome closer to *FLC* TSS; and this is attenuated and more variable in the *vrn1* mutant (Fig. 3D, E, and Supplementary Fig. 5, 6**)**. 

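The ratio of fragments lying entirely inside the TSS-proximal window to those inside the TSS-distal window rose with cold in WT FRI. It was 0.171, 0.215 and 0.249 in the warm libraries (mean 0.212 ± 0.0387, SD) and 0.456, 0.535, 0.440 and 0.459 in the 1W cold libraries (mean 0.473 ± 0.0425, SD). Relative to the warm mean, the ratio in the cold was 2.23 ± 0.201 (SD, n = 4; exact permutation test, p = 0.0286, the smallest p that 3 libraries against 4 allow). In *vrn1-4* FRI the ratio was 0.305, 0.215 and 0.179 in the warm (mean 0.233 ± 0.0652, SD) and 0.408, 0.278, 0.327 and 0.495 in the cold (mean 0.377 ± 0.0952, SD). Relative to its own warm mean it was 1.62 ± 0.409 (SD, n = 4), and this rise did not exceed the spread of the libraries taken as unpaired (exact permutation test, p = 0.114). The ratio was higher in the cold in each of the 3 *vrn1-4* FRI pairs that share a replicate number, where no exact test can give a p under 0.25. The share of *FLC* fragments in the TSS-proximal window rose in WT FRI from 0.343 ± 0.0357% to 0.559 ± 0.0672%, 1.63-fold (exact permutation test, p = 0.0286). The TSS-distal share went from 1.68 ± 0.495% to 1.19 ± 0.197%, 0.709-fold, within the spread of the libraries (exact permutation test, p = 0.143). In *vrn1-4* FRI the TSS-proximal share was 0.487 ± 0.0232% in the warm and 0.535 ± 0.0736% in the cold, 1.10-fold (exact permutation test, p = 0.429). The TSS-distal share there went from 2.18 ± 0.467% to 1.47 ± 0.316%, 0.675-fold (exact permutation test, p = 0.0857). The windows were read from the brackets of Supplementary Fig. 5C, and their placement mattered. With both windows moved 10 bp towards the TSS, the WT FRI ratio in the cold was 1.27 relative to warm, which moved it most and took away the call (exact permutation test, p = 0.229). Counting each distinct fragment once gave 1.29 (exact permutation test, p = 0.0571). From this ratio and the midpoints at the 5' end (Fig. 3D, E), the paper concludes that cold repositions the +1 nucleosome closer to the *FLC* TSS and that this is attenuated and more variable in *vrn1*.

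**Figure D2:**
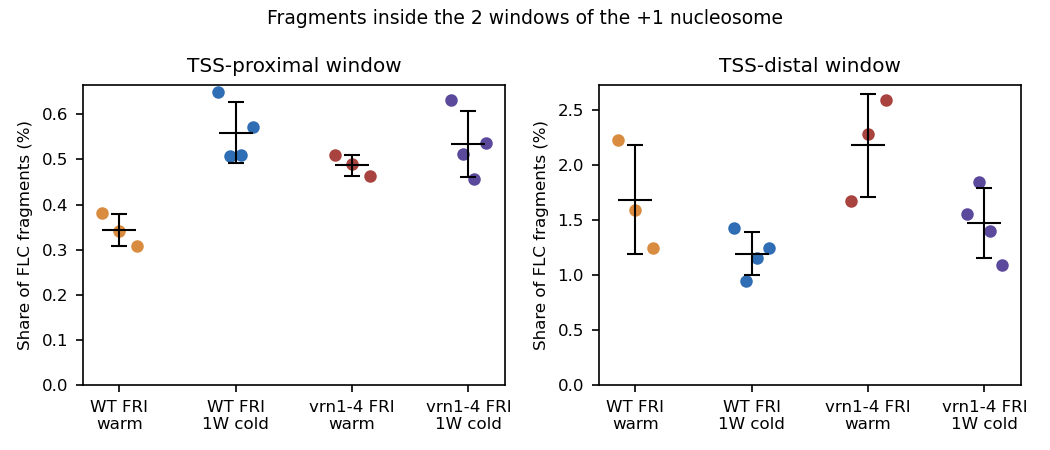
Share of *FLC* fragments (%, y-axis) lying inside the TSS-proximal window (left) and the TSS-distal window (right) for each library of WT FRI and *vrn1-4* FRI, warm and 1W cold (x-axis). Points are libraries, long lines the mean and short lines the SD. The 4 WT FRI 1W cold libraries lie above the 3 WT FRI warm libraries in the TSS-proximal window, and the groups overlap in the TSS-distal window.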

Previous findings had reported a stabilisation of the *FLC* + 1 nucleosome upon cold exposure^49^. However, we now interpret this as different PCR amplicon efficiency in the detection of the +1 nucleosome before and after repositioning; only half of the forward primer used overlaps with the +1 nucleosomal DNA in the warm while it fully overlaps the +1 DNA in the cold. The cold-induced repositioning of the +1 nucleosome is specific to *FLC* as we did not observe the same effect on other genes tested (Supplementary Fig. 7A–D). Nucleosome positioning has a known impact on gene expression in eukaryotes^50,51^. We suggest a model (Fig. 4) where cold-induced *FLC* silencing involves changes to nucleosome dynamics that include repositioning of the +1 nucleosome towards the TSS, and this precedes Polycomb activity at the locus. VRN1 plays a role in this mechanism by limiting H2A.Z incorporation, which is necessary for both the *FLC* repression and the activities of PRC1 and PRC2 at the nucleation region.

### Modelling the chromatin dynamics at the *FLC* nucleation region

Our model suggests that there are cold-induced VRN1-mediated changes in nucleosome dynamics and chromatin structure locally at the *FLC* nucleation region, linked to silencing. To further understand this, we employed our chemical-specific coarse-grained modelling approach that has been used to investigate the link between different aspects of the nucleosomes and the 3D structural dynamics of chromatin^13^. Specifically, a series of Debye-length Hamiltonian replica exchange molecular dynamics (MD) simulations were performed (see “Methods”) on four-nucleosome chromatin arrays mimicking the *FLC* 5’ end. These arrays include the −1 nucleosome, the NDR (where the TSS is located), and the first three nucleosomes of the gene. Unless stated otherwise, nucleosome breathing and sliding motions were allowed; herein referred to as “plastic” chromatin. In the coarse-grained model, these nucleosome motions are dictated by the relative strength of DNA–histone core electrostatic interactions (which promote nucleosome stability) and the sequence-dependent mechanical rigidity of the nucleosomal DNA (which inhibits nucleosome stability). The simulations characterise the equilibrium configurational ensembles of *FLC* chromatin and thus, how 3D chromatin structure is influenced by nucleosome dynamics.

We use the nucleosome positions mapped with MNase-seq in vivo to build two different chromatin models. One model with nucleosomes initially positioned as most frequently observed in plants in the warm—“warm positioning” (Fig. 5A, and Supplementary Fig. 8A); and another model with nucleosomes initially positioned as most frequently observed in plants subjected to cold—“cold positioning” (Fig. 5B, and Supplementary Fig. 8B). The cold positioning is more robustly maintained during the simulations (Supplementary Fig. 8A, B), indicating a mechanical structural preference for those positions. We then assessed overall chromatin compaction based on the radius of gyration of the simulated chromatin equilibrium ensembles, which measures the spatial distribution of nucleosomes around the chromatin centre of mass. The results show that the radius of gyration is higher in chromatin with warm positioning (Fig. 5C). This suggests that the nucleosome positions observed experimentally in the warm give rise to more open structures of *FLC* chromatin over the entire 5’ end region. In such structures, the DNA around the TSS is more readily exposed, thus consistent with higher transcription.

**Fig. 5:**
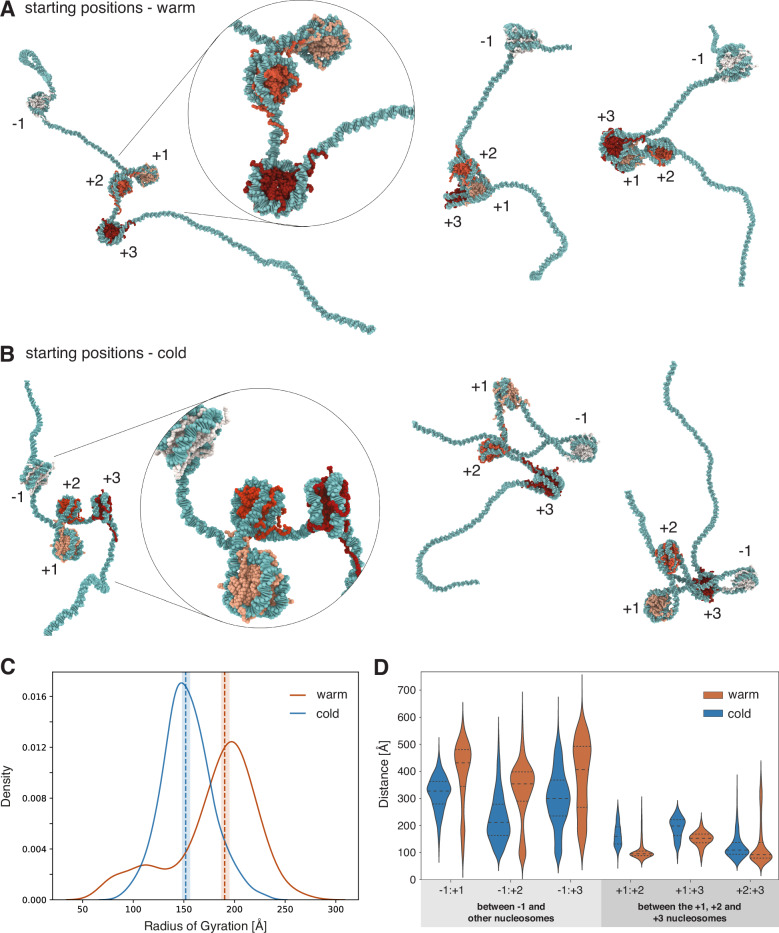
Simulations reveal a nucleosome positioning-dependent chromatin structure. **A** Representative snapshots of simulations of *FLC* chromatin at physiological salt concentration, either for nucleosomes with warm positioning or **B** cold positioning. **C** Distribution of the radii of gyration. **D** Distribution of inter-nucleosomal distances for the simulations of nucleosomes with warm positioning (orange) vs cold positioning (blue).

We further explored *FLC* chromatin structure through a pairwise analysis of the physical distances between all nucleosomes. The results show that in chromatin with warm positioning, the −1 nucleosome remains more distant from the rest, compared to cold positioning (Fig. 5D). Remarkably, this is linked to a more compact 3D structure locally around the region encompassing the nucleosomes +1, +2, and +3 (Fig. 5D). This structural behaviour exposes the *FLC* TSS and maintains an overall less compact 3D chromatin structure (Fig. 5A and C). The cold-induced nucleosome repositioning disfavours the compact local structure, bringing the −1 nucleosome closer to the rest (Fig. 5B, D). This reduces the accessibility of the TSS whilst increasing the accessibility of the first three nucleosomes covering the PRC2 nucleation region. We speculate this may promote the switch of *FLC* chromatin structure from transcriptionally active to a PRC2 silenced state.

Next, we explored the contribution of chromatin plasticity to these states. This was done by preventing nucleosome sliding and DNA unwrapping (introducing stiff harmonic bonds between the 147 base pairs of the DNA and the histone complex), referred to as “rigid” chromatin in contrast to “plastic”. Although constraining nucleosome plasticity did not change the median chromatin compaction, a broader ensemble of conformations is observed in simulations of rigid chromatin with warm positioning (Supplementary Fig. 8C), whereas the opposite is observed in chromatin with cold positioning (Supplementary Fig. 8D). This suggests that nucleosome plasticity may be important to increase compaction variability in the cold. This is consistent with the MNase-seq data showing a different but still variable nucleosome positioning in vivo in the cold, relative to the warm (Supp Fig. 5, 6).

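The spread of fragment midpoints downstream of the TSS, taken as the SD of the midpoints 1 to 200 bp from the TSS within each library, was 40.3 ± 5.30 bp (SD between libraries, n = 3) in WT FRI warm and 36.6 ± 2.84 bp (n = 4) in WT FRI 1W cold. The difference of -3.70 bp lay within the spread between libraries (exact permutation test, p = 0.257). In *vrn1-4* FRI the values were 37.7 ± 4.94 bp (n = 3) in the warm and 39.8 ± 5.77 bp (n = 4) in the cold (exact permutation test, p = 0.629). With each library left out in turn, the difference with cold was -6.76 to -2.06 bp in WT FRI. In *vrn1-4* FRI it was -0.657 to 4.88 bp, so its direction depended on single libraries. In WT FRI 1W cold the most frequent +1 midpoint of single libraries lay between 145 and 148 bp from the TSS, and in *vrn1-4* FRI 1W cold at 146, 146, 148 and 200 bp, where the last is replicate 4 and the other 3 lie within the range of WT FRI. A fragment of 141 bp from 3179282 to 3179422, in the TSS-proximal window, made up 0.0112 ± 0.0102% of *FLC* fragments in WT FRI warm (SD, n = 3) and 0.0371 ± 0.0160% in the cold (SD, n = 4), a rise within the spread of the libraries (exact permutation test, p = 0.0857). In *vrn1-4* FRI the same fragment rose from 0.00394 ± 0.000955% to 0.0128 ± 0.000943% (exact permutation test, p = 0.0286).

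**Figure D3:**
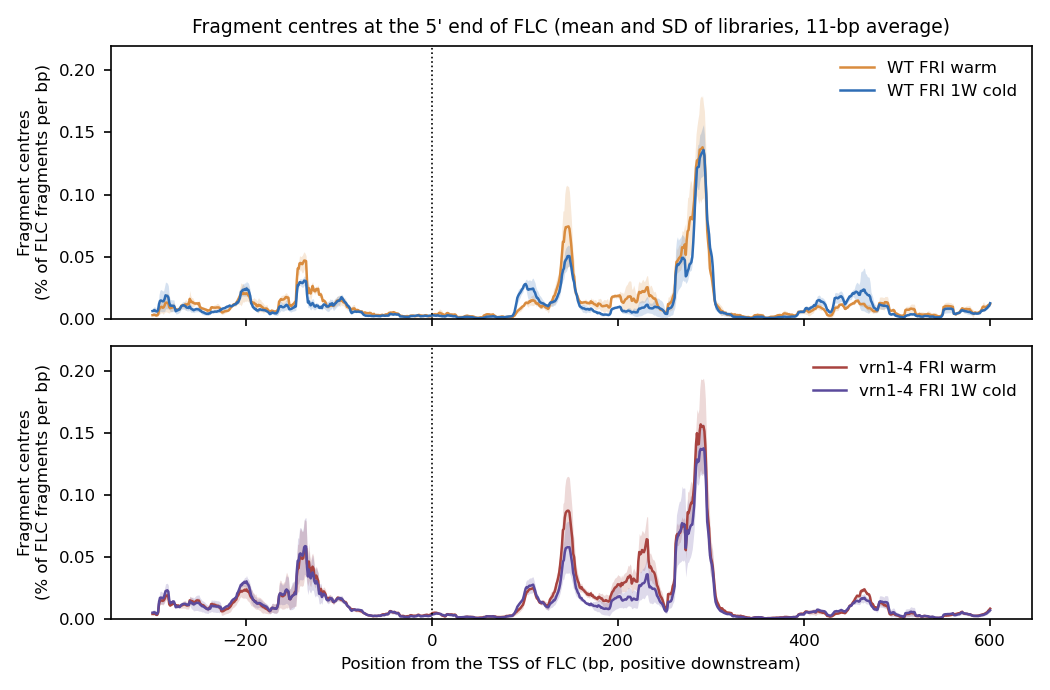
Fragment midpoints at the 5' end of *FLC* (y-axis, % of *FLC* fragments per bp, averaged over 11 bp) against the position from the TSS (x-axis, bp, positive downstream), for WT FRI (top) and *vrn1-4* FRI (bottom), warm and 1W cold. Lines are means of libraries, and shading is the SD. The peak near 147 bp stays the highest of the +1 region in the warm and in the cold, and the WT FRI line nearer the TSS is higher in the cold.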

When using the “warm positioning” or “cold positioning”, the simulations agree with the experimental data and help understand *FLC* chromatin structure dynamics. However, alternative interpretations are possible. For example, the presumed +1 and +2 positions could be two alternative positions for one nucleosome. Therefore, we simulated *FLC* chromatin with only three nucleosomes spaced by 260 and 52 bp, instead of four (Supplementary Fig. 9A–D). The ensembles exhibited much lower compaction levels (Supplementary Fig. 9D) and had an extended NDR (Supp Fig 9A-C) that is not consistent with the MNase-seq data in vivo. This supports the proposed “warm” and “cold positioning“, and the cold-induced changes in 3D chromatin structure at *FLC*.

Given the role of VRN1 in the nucleosome dynamics at *FLC*, we sought to simulate a chromatin structure corresponding to a *vrn1* mutant, which accumulates the H2A.Z variant at the 5’ end (Fig. 1D). Therefore, we replaced the canonical H2A histones with the H2A.Z variant in the +1 and +2 nucleosomes in the simulations with cold-positioned nucleosomes (Supplementary Fig. 10A–D). The incorporation of H2A.Z increases the nucleosome dynamics at the *FLC* (Supp Fig 10C), which in turn increases the overall chromatin compaction (Supplementary Fig. 10D). Even though this might not be intuitive, MD simulations have elucidated how chromatin with high nucleosome dynamics manifests a liquid-like behaviour yet a higher degree of compaction^13^. Notably, two distinct configurations were observed in our simulations, both with the +1 nucleosome adjacent to the +2 and a compact +1/ + 2/ + 3 local structure, resembling chromatin with warm positioning (Supplementary Fig. 10A, B, D). This is consistent with H2A.Z disrupting the nucleosome positions in the cold. These results support that the high nucleosome dynamics observed in the *vrn1* mutant are at least partially promoted by H2A.Z incorporation, and that limiting H2A.Z is important for the cold-induced *FLC* 3D chromatin structure dynamics.

## Discussion

In this study, we explored the link between nucleosome dynamics and transcriptional repression/epigenetic silencing of *FLC* in response to temperature, and the role of VRN1 in that mechanism. Altogether, our results suggest that VRN1 contributes to *FLC* silencing through changes to the local nucleosome dynamics, which are required for the switch to the Polycomb-silenced state. The transient accumulation of H2Aub and the slower and quantitative accumulation of H3K27me3 at the *FLC* nucleation region are both compromised in the *vrn1* mutant, which hyperaccumulates the H2A.Z variant within the nucleation region (Fig. 1B-D). We also show that VRN1 functionality is no longer important for *FLC* silencing in an *arp6* mutant with already low H2A.Z, supporting H2AZ reduction as a consequence of VRN1 function. Our results are consistent with previous work suggesting that transient H2A.Z eviction mediated by heat shock factors is required for temperature-responsive genes to respond to high ambient temperature^35^. Moreover, previous genetics with *FVE*, a component of histone deacetylation complexes, has shown that ARP6 induces *FLC* expression via histone acetylation^39^. We found that histone deacetylation components are among the most predominant proteins associated with VRN1 from our IP-MS, including FVE (Fig. 2D). Components of chromatin remodelling complexes such as INO80 and SWI/SNF are also enriched in the VRN1 IP-MS (Fig. 2D). INO80 has been suggested to facilitate the exchange of H2A.Z variant by H2A^52–54^. Histone deacetylation and H2A.Z replacement may be involved in the VRN1-mediated chromatin state switch that opposes ARP6 function to silence *FLC*, yet this remains to be validated.

VRN1 strongly impacts the chromatin state at *FLC*, affecting both histone modifications and variants. We further explored other dynamic aspects of the chromatin at *FLC* in vivo using MNase-based methods. MNase has been extensively used not only to map nucleosomes but also to assess their biophysical properties^42–45,55–57^. Initially, we digested chromatin with MNase and extracted the chromatin fragments under low salt conditions and found both VRN1 and cold exposure reduce the chromatin solubility (Fig. 3A). We followed that up with a targeted sequencing approach from the entire fraction of MNase-digested chromatin and found that cold induces the repositioning of the *FLC* + 1 nucleosome (Fig. 3D, E). 

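The difference between *vrn1-4* FRI and WT FRI in the ratio of TSS-proximal to TSS-distal fragments was tested directly. With each genotype divided by its own warm mean, the ratio in the cold was lower by a mean difference of -0.615 in *vrn1-4* FRI, which did not pass a threshold of 0.05 (exact permutation test, n = 4 and 4, p = 0.0571). This test takes the warm means as fixed. With the error of the warm libraries included, the log2 change of the ratio differed by -0.46 between the genotypes (permutation of the genotype labels within each temperature over 1400 arrangements, p = 0.179, and 0.595 after adjustment over 10 such tests). With each library left out in turn this log2 difference was -0.62 to -0.22, with no p under 0.05 by the same permutation. The mean absolute deviation from the group median of the relative ratio, a measure of the variability between cold libraries, was 0.116 in WT FRI and 0.320 in *vrn1-4* FRI. The difference of 0.204 had no call when the 8 ratios were regrouped (exact permutation test, p = 0.543), which also mixes in the difference of the group means, or when the absolute deviations from each group's median were permuted, a test chosen after the data were seen (permutation test, p = 0.171). Single libraries moved this difference, to 0.0705 without *vrn1-4* FRI cold replicate 4, 0.124 without *vrn1-4* FRI cold replicate 2 and 0.289 without WT FRI cold replicate 2. The difference was 0.0204 with 20000 fragments drawn per library, a single random draw whose sampling noise was not measured. With fragments of 120 to 150 bp it was 0.311. None of these tests gave a call. Leaving out *vrn1-4* FRI cold replicate 4, the library with the highest ratio of its group, gave a mean difference in the relative ratio of -0.784 (exact permutation test, p = 0.0286), and the difference passed in 3 other tests that each left out 1 warm library. It shrank most without *vrn1-4* FRI warm replicate 1, to -0.318 (exact permutation test, p = 0.2), and did not pass in 10 of the 14 tests that each left out 1 library. The difference passed under 3 other settings as well (exact permutation test, p = 0.0286 each), with -0.766 for windows moved 10 bp away from the TSS, -0.630 for fragments assigned by midpoint and -0.866 with fragments inside both windows left out. Moving both windows 10 bp towards the TSS reversed it to 0.0330 (exact permutation test, p = 1), and counting each distinct fragment once gave -0.121 (exact permutation test, p = 0.371).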

In the *vrn1* mutant, the cold-induced repositioning of the +1 nucleosome is compromised and more variable. This supports the VRN1 role in limiting H2A.Z incorporation to reduce nucleosome dynamics and allow stable nucleosome repositioning in the cold. Simulations of *FLC* chromatin with H2A.Z agree with this model (Supplementary Fig. 10). The positioning of the +1 nucleosome has an important impact on the Pol II preinitiation complex assembly^50,58–60^. As the +1 nucleosome is closer to the TSS, transcription initiation is reduced, as recently characterised at a structural level^51^. The cold-induced repositioning of the +1 nucleosome towards the *FLC* TSS could therefore reduce *FLC* transcriptional initiation, contributing to the transcriptional shutdown necessary for PRC2 nucleation. What might lead to the repositioning of the +1 nucleosome? In yeast, non-coding antisense transcription invades the sense NDR, increasing H3K36me3 on the flanking nucleosomes, and these act as a recruitment platform for histone deacetylases. This is associated with nucleosome repositioning and narrowing of the NDR, which in turn reduces sense transcription^60,61^. We have previously shown that antisense transcription induced by cold extends into the *FLC* NDR^62^, and this could be involved in the +1 repositioning and *FLC* transcriptional shutdown. It will be important to explore this contribution of antisense transcription and its link to a possible VRN1-targeted histone deacetylation to the nucleosome repositioning and *FLC* shutdown.

A possible parallel mechanism arises from our in-silico MD simulations of chromatin around the *FLC* promoter and nucleation region. Although nucleosome positioning in the cold favours an overall more compact chromatin structure, the chromatin over the +1, +2, +3 nucleosomes that accumulate the H3K27me3 becomes more accessible (Fig. 5A–D). Thus, the +1-nucleosome repositioning at *FLC* might increase the local accessibility to PRC2 and/or enhance PRC2 deposition of H3K27me3 over these 3 nucleosomes. The dynamic ubiquitination of H2A is important for PRC2 silencing, but its function is not completely understood. H2Aub has been shown to prevent nucleosome stacking and, thus chromatin compaction, in vitro^63^. In the *vrn1* mutant, H2Aub fails to accumulate, and this is associated with defects in H3K27me3 nucleation, consistent with a role for local chromatin accessibility at *FLC* in promoting PRC2 activity. Moreover, the H2A.Z accumulation in the *vrn1* mutant may be acting synergistically with the lack of H2Aub favouring a compact local structure. The +1-nucleosome repositioning at *FLC* seems to play an important role in reducing this local compaction. This mechanism is also supported by work in *N. crassa* showing the repositioning of nucleosomes closer to the TSS by the ACF remodelling complex as a requirement for H3K27 methylation^64^.

Our previous work has shown that the antisense-mediated transcriptional repression and the Polycomb silencing work in parallel rather than through a linear sequence of events controlling *FLC* expression outcome in response to cold^21^. The transcriptional repression pathway is able to repress *FLC* over both fast and slow timescales and increases the probability of each independent allele being silenced by the mechanistically independent Polycomb pathway. The local structural changes to *FLC* chromatin findings shown in this paper have the potential to influence both the transcriptional repression and Polycomb pathways. The repositioning of the +1 nucleosome driving changes to the local chromatin structure is observed within one week of cold, thus within the faster-acting transcriptional pathway. Characterisation over longer timescales will test the potential link to the slower Polycomb pathway. The observed high levels of H2A.Z, both before and after long periods of cold in the *vrn1* mutant, suggest that any chromatin structure alterations will persist through prolonged cold exposure. We propose that defective silencing of *FLC* in the *vrn1* mutant is associated with the accumulation of the H2A.Z variant, which enhances nucleosome dynamics and compromises the nucleosome positioning in the cold. The more variable nucleosome positions in simulations of H2A.Z-containing chromatin support the idea that H2A.Z incorporation increases chromatin plasticity, allowing for transitions between different conformational states that interfere with stable Polycomb silencing. Generally, the simulations matched the experimental data well. However, we know that VRN1 binding/PRC2 activity may change the nucleosome structure and dynamics, and these effects were not considered in our MD simulations. Importantly, the fact that our simulations are based on the inherent nucleosome dynamics without additional protein factors suggests that nucleosome repositioning and H2A.Z alone change the local chromatin structure at *FLC*. Further analyses are needed to fully understand what drives the nucleosome repositioning important for *FLC* transcriptional repression and epigenetic switching. VRN1 is associated with *FLC* in the warm and cold, but VIN3 is a cold-induced protein that associates with *FLC* nucleation region and drives the switch to *FLC* epigenetic silencing^65,66^. The multivalent interactions between VIN3 and other PRC2-associated proteins and the VRN1-repositioning of the nucleosomes open an interesting future direction to explore the chromatin structure transitions at *FLC*.

Our data also raise the interesting possibility of specific 3D chromatin structures in vivo at *FLC*. 

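Among fragments of WT FRI warm with midpoints 60 to 220 bp downstream of the TSS, taken here for the +1 nucleosome, the most frequent length was 146 bp, which made up 5.21% of them, and the most frequent length of single libraries ranged from 134 to 146 bp. Among those with midpoints 220 to 380 bp downstream, taken for the +2 nucleosome, it was 146 bp as well, with 7.66% of the fragments, and this length came first in each of the 3 libraries. The most frequent single fragment, defined by its start and end on chromosome 5 (TAIR10), was a different measure. For the +1 nucleosome it ran from 3179230 to 3179369 inside exon 1, was 140 bp long and made up 0.0745 ± 0.0505% of *FLC* fragments (SD, n = 3). For the +2 nucleosome it ran from 3179115 to 3179223 across the border of exon 1 and intron 1, was 109 bp long and made up 0.105% of *FLC* fragments over the mean of the libraries. Each of these fragments came first in its window in 1 of 3 libraries. In WT FRI 1W cold, the first fragment of the +2 window ran from 3179078 to 3179223, with a length of 146 bp and 0.117% of *FLC* fragments, and came first in 3 of 4 libraries.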

Before cold, we most frequently detected MNase-resistant fragments of 140 bp and 110 bp for the +1 and +2 nucleosomes respectively (Fig. 3D). This particular DNA length footprint is consistent with a hexasome at the +2-nucleosome position. Moreover, the +1 and +2 nucleosomes appear to be adjacent or very near each other. This resembles a di-nucleosome structure referred to as an overlapping di-nucleosome (OLDN), where one partially unwrapped octasome is adjacent to a hexasome^67,68^, frequently found at promoter-proximal regions^69,70^. The *FLC* promoter-proximal Polycomb nucleation region could be predominantly occupied by an OLDN structure in plants grown in warm temperatures. Upon transfer to the cold, the repositioning of the +1 nucleosome could resolve this structure. Our simulations suggest that the nucleosome positioning during active transcription in the warm generates a more compact local structure formed by the +1, +2 and +3 nucleosomes. While not intuitive, we speculate that this compact structure could hamper the deposition of H3K27me3 by the PRC2. However, it would not hamper RNA Pol II activity since the transcriptional machinery is equipped with various accessory proteins and chromatin remodelling complexes such as FACT, which aids transcription through nucleosomes maintaining chromatin integrity^71–73^. Other studies have characterised chromatin structures, including overlapping di- and tri-nucleosomes^69,74^, telomeric columnar chromatin structure^75^, centromeric chromatin^17,76,77^, and other inter-nucleosome interactions^10,78–83^. We envisage that exploring these local chromatin structures and their inherent biophysical properties at a fine scale in the genome will significantly boost our understanding of gene regulation and epigenetic mechanisms in complex biological systems. Our work illustrates that the cold-induced silencing of *FLC* provides an excellent system for such studies.

## Methods

### Plant material

All genotypes used in this study have Columbia (Col-0) background with a functional *FRIGIDA* allele introgressed (recurrently back-crossed) from the ecotype San Feliu-2^84^ referred to as WT FRI, generated by crossing *vin3-4* (SALK_004766.51.00.x^85^), *arp6-1* (Garlic_599_G0^31^), pHTA9::HTA9-GFP^34^, and pHTR5:HTR5::GFP^40^ with WT FRI. The *vrn1-4* FRI mutant obtained from fast-neutron mutagenesis^65^ was backcrossed to WT FRI to confirm allelism. The VRN1-FLAG lines were generated by transforming *vrn1-4* FRI plants.

Seeds were surface-sterilised with chlorine gas, sown on plates with full-strength Murashige & Skoog (MS) medium including vitamins (Duchefa, M0222) plus 1% agar, and stratified for 3 days at 4 °C. Seedlings were grown at 22 °C, 16 h light/8 h dark for 10 days – referred to in this paper as warm temperature/before cold. Seedlings were then subject to a cold treatment of several weeks (the number of weeks depends on the experiment and is indicated in Figure legends) before returning to warm temperature, referred to as warm post-cold. The vernalized plants were then transferred to soil to propagate seeds, crossing and phenotyping. Flowering time was assessed by counting the total rosette leaf number. Plant material from seedlings before, during and post-cold was collected and stored at −80 °C for the experiments described below.

### Cloning

VRN1-FLAG was generated by cloning a genomic *VRN1* (AT3G18990) sequence from Col-0 including endogenous promoter, 5’UTR, 3’UTR, and terminator (from 1,422 bp upstream the START codon to 506 bp downstream the STOP codon). The STOP codon was mutated to create a BamHI restriction site used for in-frame fusion of a Strep-II/FLAG TAP sequence at the C-terminus. The VRN1-FLAG fusion was then cloned into the binary vector pCambia1300 for plant transformation with *Agrobacterium tumefaciens* strain GV3101.

### Gene expression analysis by RT-qPCR

Total RNA was extracted using phenol-chloroform. A total 3 ug of RNA was treated with TURBO DNase I (Invitrogen) and used for cDNA synthesis with Superscript III (Invitrogen) at 52 °C for 1 h. The cDNA was diluted 25 times and used for qPCR (Roche, LightCycler 480) with SYBR Green Master Mix (Roche), and primers listed in Supplementary Data 1. The Ct values were normalised against the reference gene *UBC21* (AT5G25760).

### Chromatin immunoprecipitation (ChIP-qPCR)

ChIP experiments were performed as previously described^86^. Antibodies used in this study: Anti-GFP (Abcam, ab290), anti-FLAG M2 magnetic beads (Sigma, M8823), anti-H3 (Abcam, ab1791), anti-H3K27me3 (Millipore, 07-449), H2AK119ub (Cell Signalling Technology, #8240), anti-H2B (Abcam, ab1790). qPCR primers listed in Supplementary Data 1.

### Immunoprecipitation followed by mass spectrometry (IP-MS)

IP-MS was performed as previously described^22^. Briefly, seedlings from VRN1-FLAG *vrn1-4* FRI transgenic lines #24 and #37 were grown together with WT FRI (control) at warm temperature or three weeks after cold treatment. The plant tissue was crosslinked with 1% formaldehyde in 1X PBS for 10 min with vacuum. Two grams of crosslinked tissue were used per biological replicate. Two biological replicates (*n* = 2) for each genotype were used for IP-MS in the warm and three biological replicates (*n* = 3) were used for IP-MS in the cold. Nuclei were isolated with Honda buffer and purified on a Percoll gradient. The purified nuclei were treated with Benzonase and then sonicated 3 × 5 min (30 sec on/ 30 sec off) on Bioruptor standard (Diagenode) with 0.5% SDS. IP was performed overnight at 4 °C with 1.5 µg of anti-FLAG antibody (Sigma, F1804) coupled to 1.5 mg of M-270 epoxy Dynabeads (Invitrogen, 14311D) per IP reaction. Proteins were precipitated with chloroform:methanol (1.1:4.4). Mass spectrometry was performed as previously described^22^ by the Mass Spectrometry service at the Proteomics facility at John Innes Centre with the following modifications: The samples were loaded onto a trap cartridge (PepMap™ Neo Trap Cartridge, C18, 5um, 0.3x5mm, Thermo) with 3% ACN in 0.1% TFA at 15 µl min-1 for 3 min. The trap column was then switched in-line with the analytical column for separation at 55 °C using the following gradient of solvents A (water, 0.1% formic acid) and B (80% acetonitrile, 0.1% formic acid) at a flow rate of 0.2 µl min-1: 0-3 min 3% B (parallel to trapping); 3-10 min linear increase B to 10%; 10-100 min linear increase B to 32%; 100-148 min linear increase B to 50%; followed by a ramp to 99% B and re-equilibration to 3% B, for a total of 180 min runtime. Mass spectrometry data were acquired with the FAIMS device set to three compensation voltages (−35V, −50V, −65V) at standard resolution for 1.0 s each with the following MS settings in positive ion mode: OT resolution 120 K, profile mode, mass range m/z 300–1800, normalised AGC target 100%, max inject time 50 ms; MS2 in IT Turbo mode: quadrupole isolation window 1 Da, charge states 2-5, threshold 1e4, HCD CE = 30, AGC target standard, max. injection time dynamic, dynamic exclusion 1 count for 15 s with mass tolerance of ±10 ppm, one charge state per precursor only. Raw data were processed and quantified in Proteome Discoverer 3.0 (Thermo). The CHIMERYS database search was performed with the inferys_2.1.0_fragmentation prediction model, a fragment tolerance of 0.5 Da, enzyme trypsin with 2 missed cleavages, variable modification oxidation (M), fixed modification carbamidomethyl (C) and FDR targets 0.01 (strict) and 0.05 (relaxed). The workflow included the Minora Feature Detector with min. trace length 7, S/N 3, PSM confidence high. Percolator was used to filter for highly confident targets. The consensus workflow in the PD software was used to evaluate the peptide identifications and to measure the abundances of the peptides based on the LC-peak intensities, with Top3 abundance calculation, peptide-based imputation, low abundance resampling for imputation and protein-based ratio calculation. The *Arabidopsis thaliana* TAIR10 was used as protein database. The results were exported to an excel spreadsheet (Supplementary Data 2, 3). Gene ontology search was performed using Panther 19.0 (https://pantherdb.org/) using proteins with an enrichment (IP in VRN1-FLAG/IP in WT FRI) higher than 2-fold.

### Fluorescence recovery after photobleaching (FRAP)

FRAP was performed according to the procedure previously described^87^. For H2A.Z, pHTA9::HTA9-GFP^34^ FRI and pHTA9::HTA9-GFP *vrn1-4* FRI were used. For H3.3, pHTR5:HTR5::GFP^40^ FRI and pHTR5:HTR5::GFP *vrn1-4* FRI were used. Seven-day-old seedlings grown at warm temperature were used for microscopy. Images were acquired with a Zeiss 780 confocal microscope and processed using Fiji. All quantitative values represent the mean of 5 (for HTA9-GFP) or 10 cells (for HTR5-GFP). The average recovery curves were used to fit a single exponential function and determine mobile fraction and average half-time recovery.

### Chromatin extraction under low salt

Chromatin was digested and extracted under low salt based on a procedure described in ref. ^42^. Four grams of plant material was ground in ice-cold nuclei isolation buffer (10 mM MES-KOH pH 5.4; 10 mM NaCl; 10 mM KCl; 2.5 mM EDTA; 250 mM sucrose; 0.5 mM spermidine; 1 mM DTT; 1X cOmplete protease inhibitors), until the tissue was completely homogenised. The homogenate was filtered through two layers of Miracloth and Triton X-100 was added to a final concentration of 0.4%. The homogenate was centrifuged at 1000 × *g* for 10 min at 4 °C. Nuclei were washed twice with MNase digestion buffer (10 mM Tris-HCl pH 7.5; 5 mM NaCl; 2.5 mM CaCl_2_; 2 mM MgCl_2_; 1X cOmplete protease inhibitors) and digested with 10 U/ml MNase (TaKaRa) for 10 min at 37 °C. The reaction was stopped by addition of EGTA to 2 mM. Digested chromatin was solubilized with either 80 mM Triton buffer (70 mM NaCl; 10 mM Tris-HCl pH7.5; 2 mM MgCl_2_; 2 mM EGTA; 0.1% Triton X-100; 1X cOmplete protease inhibitors) for 15 min or 600 mM Triton buffer (585 mM NaCl; 10 mM Tris-HCl pH 7.5; 2 mM MgCl_2_; 2 mM EGTA; 0.1% Triton X-100; 1X cOmplete protease inhibitors) for 2 h. The supernatant from each extraction was treated with 5 μg of RNase A at 37 °C for 30 min. SDS was added to a final concentration of 0.63%, and samples were treated with 50 μg proteinase K at 55 °C for 1 h. DNA was extracted with phenol-chloroform and used for qPCR analysis. qPCR data was normalised to undigested genomic DNA and *ACTIN2*. Primers are listed in Supplementary Data 1.

### MNase-seq

WT FRI and *vrn1* FRI seedlings were grown at warm temperature and subject to 1 week of cold. Three biological replicates were used for warm temperature and four for 1 week of cold. The results for each replicate are shown (Supp Fig. 4). 1.5 g of plant material per replicate was ground with liquid nitrogen to a fine powder using a pestle and mortar. The tissue was resuspended in 35 mL of Nuclei Isolation Buffer (20 mM HEPES-KOH pH 7.4; 0.44 M sucrose; 1.25% ficoll; 2.5% Dextran T40; 20 mM KCl; 0.5 mM spermidine; 5 mM DTT; 1% Triton X-100; 1X cOmplete protease inhibitors; and 0.1 mM PMSF). The homogenate was filtered through two layers of Miracloth, and centrifuged at 2000 × *g* for 15 min at 4 °C. The nuclei were washed once with 5 mL of Nuclei Isolation Buffer and purified on a Percoll gradient as following: 2 mL of 75% Percoll (Merck, P7828) in Nuclei Isolation Buffer topped with 2 mL of 40% Percoll in Nuclei Isolation Buffer topped with 2 mL of nuclei resuspended in Nuclei Isolation Buffer in a 15 mL tube. Purified nuclei were obtained in between the layers containing 40% and 75% Percoll after centrifuging at 7000 *g* for 30 min at 4 °C and washed once more in 6 mL Nuclei Isolation Buffer. The nuclei were resuspended in 1.5 mL MNase Buffer (20 mM Tris pH 8.0; 0.125 M sucrose; 5 mM NaCl; 40 mM KCl; 2 mM CaCl_2_; 1X cOmplete protease inhibitors; and 0.1 mM PMSF), transferred to a clean Eppendorf tube, and centrifuged at 1500 × *g* for 10 min at 4 °C. After centrifuging, the buffer was completely removed, and the nuclei pellet weight was determined by subtracting the weight of the empty tube using an analytical balance scale. 65 mg of purified nuclei in 300 uL of MNase Buffer were treated with 10 U of MNase (Worthington) for 30 min at 37 °C. Reactions were quickly stopped by adding 16 μL of 0.5 M EDTA, 41 μL of 5 M NaCl, 40 μL of 10% SDS, and 3 μL of 20 mg/ml Proteinase K. Samples were incubated at 65 °C for 1 h, and DNA was extracted with two rounds of phenol-chloroform pH 8, one round of chloroform, and precipitation with 15 μg glycoblue and 2.5 volumes of cold pure ethanol, at −80 °C for 1 h. DNA was pelleted by centrifugation, washed once with 75% ethanol, and resuspend in 30 μL of H_2_O. DNA samples were incubated with 5 μg of RNase A for 20 min at 37 °C. Mono- and sub-nucleosomal DNA fragments were purified with AMPure XP beads (Beckman Coulter), recovering all fragments <200 bp and excluding all fragments >300 bp.

Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (NEB, #E7645) following the manufacturer’s instructions. After adaptor ligation, DNA was purified with AMPure XP beads, recovering all fragments > 200 bp. Illumina indexing PCR was performed with 8 cycles. Libraries were pooled and enriched for target loci in one reaction using myBaits Custom Kit (Daicel Arbour Biosciences) following the manufacturer’s instructions for high-sensitivity hybridisation capture for targeted NGS. Table 1 lists the target genomic loci for which baits were requested from Daicel Arbour Biosciences. The bait probes consist of 80 nt-long oligos that overlap by 40 nt spanning the entire target region. The sequence of all baits is listed in Supplementary Data 4. The bait-enriched libraries were sequenced with Illumina HiSeq Xten PE150. At least three biological replicates were sequenced (*n* = 3 for WT FRI warm and *vrn1-4* FRI warm, and *n* = 4 for WT FRI cold and *vrn1-4* FRI cold). Data for each individual replicate is shown in Supplementary Fig. 6.

**Table 1:** List of target genomic loci for bait enrichment

chromosome	start_coordinate	end_coordinate	strand	locus_identifier	gene_name
1	2256384	2261187	−	AT1G07350	SR45A
1	2460790	2465729	−	AT1G07940	EF-1a
1	4537668	4544889	+	AT1G13260	RAV1
1	4563160	4567935	−	AT1G13320	PP2A
1	4607077	4612731	−	AT1G13440	GAPC-2
1	5674495	5679819	−	AT1G16610	SR45
1	16127298	16133286	+	AT1G42970	GAPDH
1	22019377	22023503	−	AT1G59830	PP2A-1
1	23057582	23066563	−	AT1G62360	STM
1	24326928	24338435	+	AT1G65480	FT
2	7804371	7812380	−	AT2G17950	WUS
2	12136241	12147883	−	AT2G28390	SAND
2	12643917	12646560	−	AT2G29550	TUB7
2	17709441	17713196	−	AT2G42540	COR15A
3	4591541	4595767	−	AT3G13920	EIF-4a
3	8938949	8945385	+	AT3G24520	HSFC1
4	2716012	2720493	+	AT4G05320	UBQ10
4	8816815	8821651	+	AT4G15415	PP2A
4	9205597	9215680	−	AT4G16280	FCA
4	13014085	13024498	−	AT4G25480	DREB1ABC
4	16070740	16075994	+	AT4G33380	AT4G33380
4	16402844	16407303	−	AT4G34270	TIP41
5	3047753	3055618	+	AT5G09810	ACT7
5	3172382	3181949	−	AT5G10140	FLC
5	3959938	3966321	−	AT5G12250	TUB6
5	8967640	8970349	+	AT5G25760	UBC21
5	17683446	17686534	+	AT5G43940	ADH2
5	17800737	17806397	−	AT5G44200	CBP20
5	19178881	19183523	+	AT5G47230	ERF5
5	21239531	21244723	+	AT5G52310	RD29A
5	23245395	23252989	−	AT5G57380	VIN3
5	24287596	24293336	−	AT5G60390	EIF1A

### MNase-seq data analyses

Demultiplexed FASTQ data was obtained from BGI Tech Solutions. Illumina adaptor sequences were trimmed with fastp^88^. Paired-end reads were aligned to the Arabidopsis TAIR10 reference genome using Bowtie2 v2.4.1^89^ with the parameters --end-to-end --no-unal. Samtools v1.5^90^ was used to convert the SAM files into BAM files and sort reads by genomic coordinate, and then to split the sorted BAM files into files containing only reads mapped to each bait-target locus listed in Table 1. At this step, reads with a base quality under 10 were discarded. Further analyses were performed for each locus individually using in-house scripts (https://github.com/Miguel-Montez/Targeted-MNase-seq-analysis) in RStudio v4.2.3. BAM files were imported to RStudio and converted into a dataframe with the following columns: read pair id, insert leftmost coordinate, and insert length. That information was used to compute the insert rightmost coordinate (insert leftmost coordinate + insert length). Nucleosomal fragments were then reconstituted for each read pair based on leftmost and rightmost coordinates. MNase-seq plots show each nucleosomal DNA fragment as a horizontal coloured segment along the sequence on the *x*-axis. The length of the fragment was resolved on the *y*-axis. The colour and thickness of the segment indicate the average frequency among the biological replicates, where frequency is the number of DNA fragments with the same start and end positions and same size, divided by the total number of fragments over the locus. For analyses of nucleosomal and subnucleosomal fragments, only lengths between 100 bp and 150 bp were kept. For analyses of fragments potentially reflecting adjacent di-nucleosomes, only lengths between 230 bp and 300 bp were kept. 

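The windows used here for the +1 nucleosome of *FLC* were read from the brackets of Supplementary Fig. 5C, to the nearest 5 bp. The TSS-proximal window runs from 3179273 to 3179453 on chromosome 5 of TAIR10 (181 bp), and the TSS-distal window from 3179203 to 3179393 (191 bp), both given on the plus strand while *FLC* is read from the minus strand. The TSS-proximal window begins 5 bp upstream of the TSS and the TSS-distal window 55 bp downstream of it. Apart from those first bases, both windows lie in exon 1, which is 294 bp long, and they span the 5' UTR and the first coding base at 3179339, 109 bp downstream of the TSS. Both also lie under the antisense transcript AT5G01675 (3173371 to 3179600). The windows overlap, and a fragment inside both was counted in both. The sense strand over both windows, from 3179453 to 3179203 (251 nt), reads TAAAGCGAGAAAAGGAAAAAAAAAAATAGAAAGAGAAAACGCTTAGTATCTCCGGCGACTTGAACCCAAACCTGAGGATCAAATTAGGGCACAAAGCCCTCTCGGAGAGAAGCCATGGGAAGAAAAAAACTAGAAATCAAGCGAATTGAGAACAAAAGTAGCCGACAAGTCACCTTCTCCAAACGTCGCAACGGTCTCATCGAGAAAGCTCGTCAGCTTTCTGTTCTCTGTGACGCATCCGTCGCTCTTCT. Fragments whose midpoints fall on a neighbouring nucleosome enter neither window unless they lie entirely inside it.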

Based on the alternative positions for the +1 nucleosome that were observed on the MNase plots, we defined two windows that would encompass the majority of the +1 nucleosomal DNA fragments at a TSS-proximal position and at a TSS-distal position. Cold-induced nucleosome repositioning was assessed by quantifying the change in the ratio of TSS-proximal to TSS-distal fragments in the different genotypes in the cold relative to the warm. For analysis of centre position, 20,000 nucleosomal fragments were randomly pooled from each sample per genotype per treatment. The centre position was plotted as a function of sequence over 250 bp upstream and downstream *FLC* TSS. For analysis of relative nucleosome occupancy at *FLC*, we started by defining the windows encompassing the majority of fragments that could correspond to −1, +1, +2 and TTS-proximal nucleosomes. For each of such nucleosome positions, we normalised the number of nucleosomal fragments to the number of fragments on two control loci (*ACT7* and *GAPDH*) in each library aiming to reduce the sequencing depth impact.

### In silico nucleosome prediction

Prediction of nucleosome occupancy at the *FLC* locus was performed based on its genomic DNA sequence through the web server http://bio.physics.leidenuniv.nl/~noort/cgi-bin/nup3_st.py^91^.

### MD simulations

The *FLC* locus was modelled using our chemically-specific coarse-grained model of chromatin^13^. In our model, nucleosomes are described at a one bead per amino acid resolution, where beads corresponding to charged amino acids, namely, lysine, arginine, aspartic acid, glutamic acid and histidine carry the total charge of their atomistic counterpart at pH~7. All amino acid beads have a relative hydrophobicity and diameter defined from atomistic simulations and experimentally measured data^13^. The core histone protein is coupled to an elastic network model (ENM), that enforces secondary structure based on the crystal structure of each respective histone, while histone tails are treated as fully flexible polymers. DNA is represented in a Rigid Base Pair (RBP) model, that represents every single base pair as an ellipsoid with added phosphate charges. The sequence-dependent behaviour of the DNA is captured by parametrising the RBP with DNA mechanical potential energies derived from MD atomistic simulations^92,93^. All model parameters and energy functions can be found in ref. ^13^.

Nucleosomes were positioned according to the most probable positions from our MNase-seq. 

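The spacing of nucleosomes at the 5' end of *FLC* in WT FRI warm was taken as the distance between the most frequent midpoints less 147 bp of nucleosomal DNA. Between the -1 and +1 nucleosomes it was 137 bp over the mean of the libraries and 135 ± 2 bp in single libraries (SD, n = 3). Between the +2 and +3 nucleosomes, with midpoints at 291 and 458 bp from the TSS, it was 20 bp over the mean of the libraries. Single libraries gave 32.3 ± 15.7 bp (SD, n = 3) there, and leaving out WT FRI warm replicate 1 gave 49 bp.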

For the “warm-positioned” models, the most probable positions before cold were used, with nucleosomes initially spaced by 143, 1, and 21 bp. An alternative warm configuration of 3 nucleosomes spaced by 260 and 52 bp was also generated. 

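In WT FRI 1W cold, the most frequent midpoints of the 5' nucleosomes of *FLC* lay at -137, 147, 292 and 464 bp from the TSS over the mean of the libraries. Less 147 bp, the spacing from -1 to +1 was 137 bp (136.5 ± 1 bp in single libraries, SD, n = 4), from +1 to +2 it was -2 bp (-1.75 ± 1.89 bp) and from +2 to +3 it was 25 bp (9.75 ± 11.8 bp). Without WT FRI cold replicate 1, the spacing from +2 to +3 was 1 bp. The +1 nucleosome also had a lesser peak of midpoints nearer the TSS. With the most frequent midpoint between 60 and 120 bp taken as the +1 position, a choice made after the data were seen, the spacing was 91 bp from -1 to +1 and 44 bp from +1 to +2 in the cold, and 99 and 35 bp in the warm, over the mean of the libraries. Single libraries gave 92 ± 4.69 bp from -1 to +1 in the cold (89 to 99 bp, SD, n = 4) and 95.3 ± 3.79 bp in the warm (91 to 98 bp, SD, n = 3), which overlap. From +1 to +2 they gave 42.8 ± 3.86 bp in the cold (37 to 45 bp) and 35.7 ± 0.577 bp in the warm (35 to 36 bp), which do not overlap. This spacing also depends on the +2 midpoint. The +2 midpoint lay at 284 bp in WT FRI warm replicate 2, at 291 and 292 bp in the rest of its group and at 292 to 293 bp in the cold. The lack of overlap is therefore not evidence of a shift of the +1 peak.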

For the “cold-positioned” model, nucleosomes were placed according to the most probable positions in the cold, with nucleosomes spaced by 92, 34 and 39 bp. In the H2A.Z simulations, the two copies of histone H2A were substituted by histone variant H2A.Z. For the simulations with “rigid” nucleosomes, an elastic network model was added between histone core and DNA to constrain the breathing and sliding of the nucleosomes.

Simulations were performed using LAMMPS^94^ (version 3rd March 2020) with our custom code^13^. We performed Debye-Hückel replica exchange, with 16 replicas for each simulation condition. The simulations were run at a constant temperature of 300 K using the Langevin thermostat. The Debye-Hückel screening parameter κ ranged from 8 Å^–1^ to 15 Å^–1^, with spacings optimised to ensure an exchange rate near 0.3. encompassing physiologically relevant salt concentrations. Each replica was simulated at a 10 fs timestep, for 3 μs, with configurations saved every 10000 fs for analysis. The first 500 ns were discarded from the simulation before analysis. Contact analysis and the analysis of inter-nucleosomal distances were done using the Visual Molecular Dynamics (VMD) software^95^. Radius of Gyration analysis and image rendering were done using the Open Visualisation Tool (OVITO) software^96^. For the Radius of Gyration analysis, since the values non-normally distributed, we calculated the median of the radius-of-gyration values and estimated its 95% confidence interval (CI) via bootstrapping with 10,000 resamples. Specifically, we repeatedly sampled the data *with replacement*, computed the median of each bootstrap sample, and took the 2.5th and 97.5th percentiles of the resulting bootstrap distribution as the lower and upper CI bounds. The median of the original dataset served as the central estimate.

### Statistical analysis

All statistical analyses were performed using RStudio v4.2.3. Sample sizes are mentioned in figure legends and/or displayed in plots as individual data points. Sample sizes were not pre-specified. Information regarding the statistical test applied to each data is mentioned in the corresponding figure legend. Significant differences were accepted at *p*-values < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Reporting Summary

Transparent Peer Review file

## Data Availability

The MNase-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession GSE274066. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE^97^ partner repository with the dataset identifiers PXD054597 (VRN1-FLAG IP-MS in the warm) and PXD060769 (VRN1-FLAG IP-MS during cold).

# Supplementary material for: Cold-induced nucleosome dynamics linked to silencing of Arabidopsis FLC
**Source:** Nat Commun. 2025 Jul 1;16:5550. doi: 10.1038/s41467-025-60735-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Figure 1

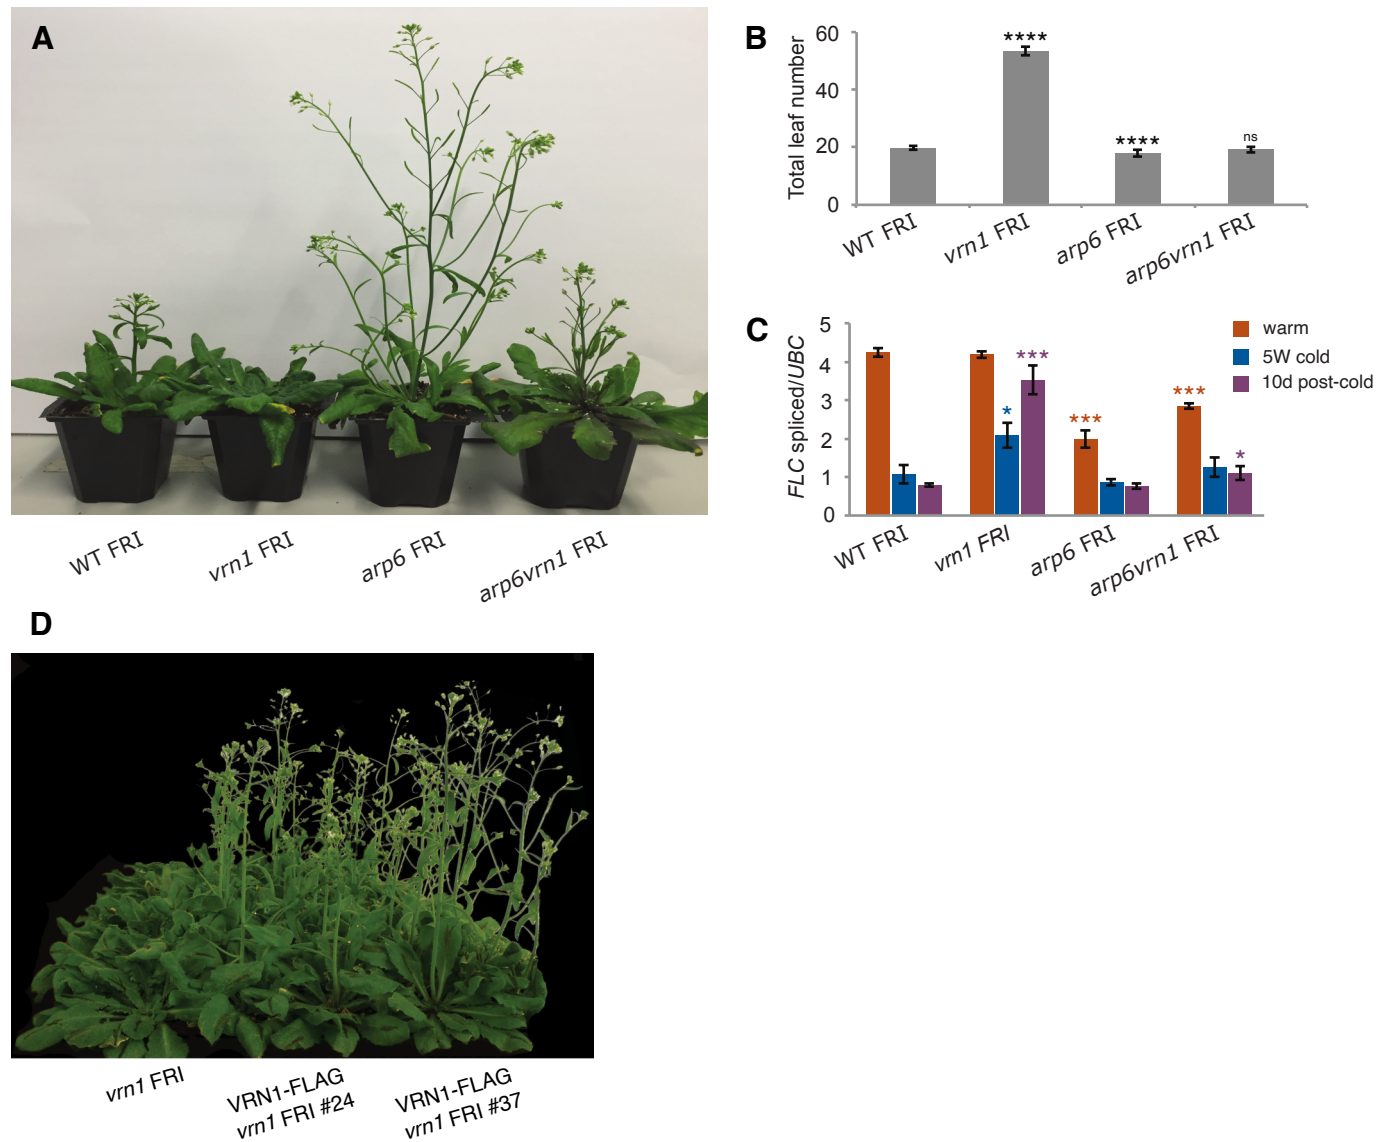

### SuppFig1 – VRN1 is involved in chromatin regulation.

(A) Flowering phenotype of plants grown at warm temperature for 30 days after 5 weeks of cold. (B) Flowering time assessed by total leaf number. Bars and error bars show the mean  $\pm$  SD from twenty-four individual plants for each genotype. (C) *FLC* expression normalized to *UBC21* (AT5G25760) in WT FRI, *vrn1-4* FRI, *arp6-1* FRI, and *arp6-1 vrn1-4* FRI seedlings grown at warm temperature, subjected to 5 weeks of cold (5W cold), and 10 days back to warm temperature after 5 weeks of cold (10d post-cold). Bars and error bars show the mean  $\pm$  SD. (B, C) ns  $p$ -value  $> 0.05$ , \* $p$ -value  $< 0.05$ , \*\*\* $p$ -value  $< 0.001$ , \*\*\*\* $p$ -value  $< 0.0001$  from two-tailed Student's  $t$ -test for differences in each mutant relative to WT FRI. (D) Flowering phenotype of *vrn1-4* FRI and VRN1-FLAG *vrn1-4* FRI transgenic lines #24 and #37.

Supplemental Figure 2

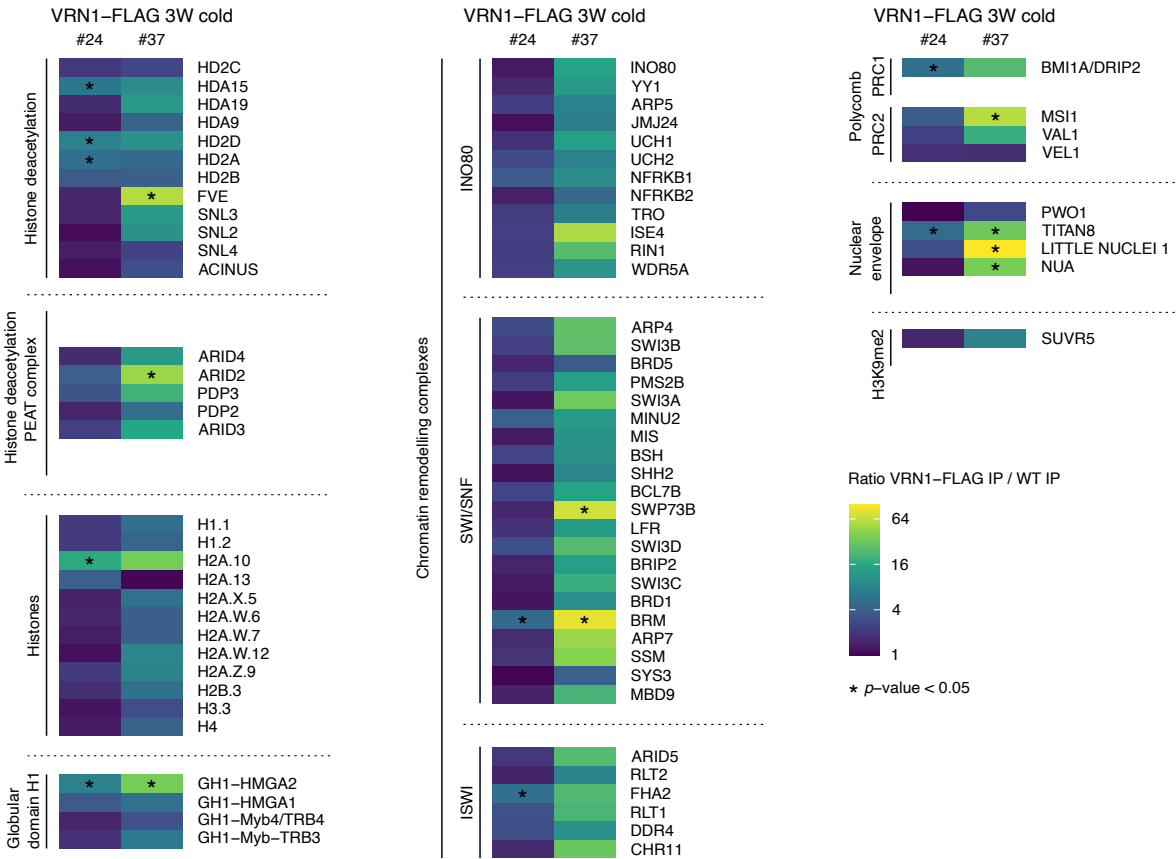

SuppFig2 – VRN1 IP-MS in plants in the cold.

Proteins enriched in VRN1-FLAG IP relative to WT IP from plants subjected to 3 weeks of cold (3W cold). The colour scale indicates the enrichment levels in a logarithmic scale. \* $p$ -value < 0.05 from two-tailed Student's  $t$ -test.

## Supplemental Figure 3

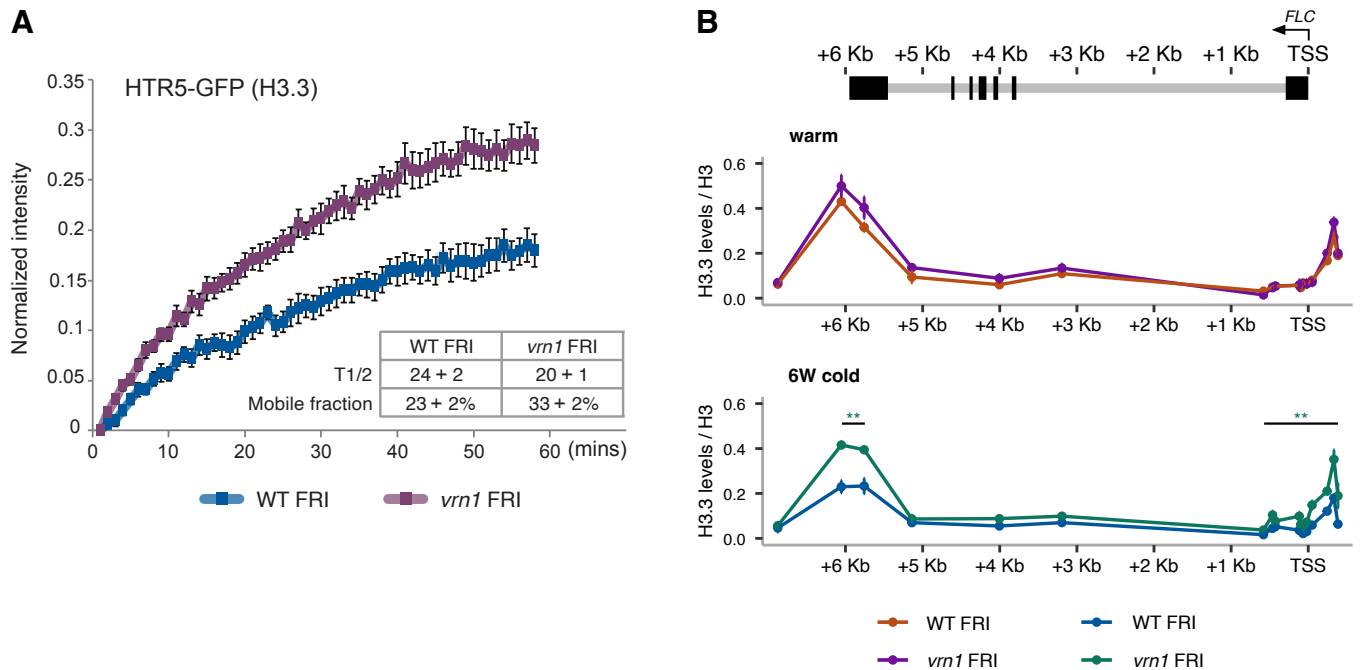

### SuppFig3 – VRN1 is involved in chromatin regulation.

(A) FRAP normalized fluorescence intensity for pHTR5:HTR5::GFP (H3.3) in WT FRI and *vrn1-4* FRI backgrounds. Points and error bars show the mean  $\pm$  SD,  $n=10$ . The average half-time recovery (T1/2) and percentage of mobile fraction for each genotype are shown. (B) HTR5::GFP (H3.3) ChIP-qPCR levels as percent of input normalized to H3 in WT FRI and *vrn1-4* FRI plants grown at warm temperature or subjected to 6 (6W) weeks of cold. Points and error bars show the mean  $\pm$  SD,  $n=2$ . Statistical differences were assessed over the two peaks at the 5' and 3' ends and the region in between. \*\* $p$ -value < 0.01, from two-tailed Student's  $t$ -test. Schematic representation of the *FLC* locus on the top of the plot with exons as black boxes and introns as grey lines. An arrow at the TSS indicates the direction of transcription.

## Supplemental Figure 4

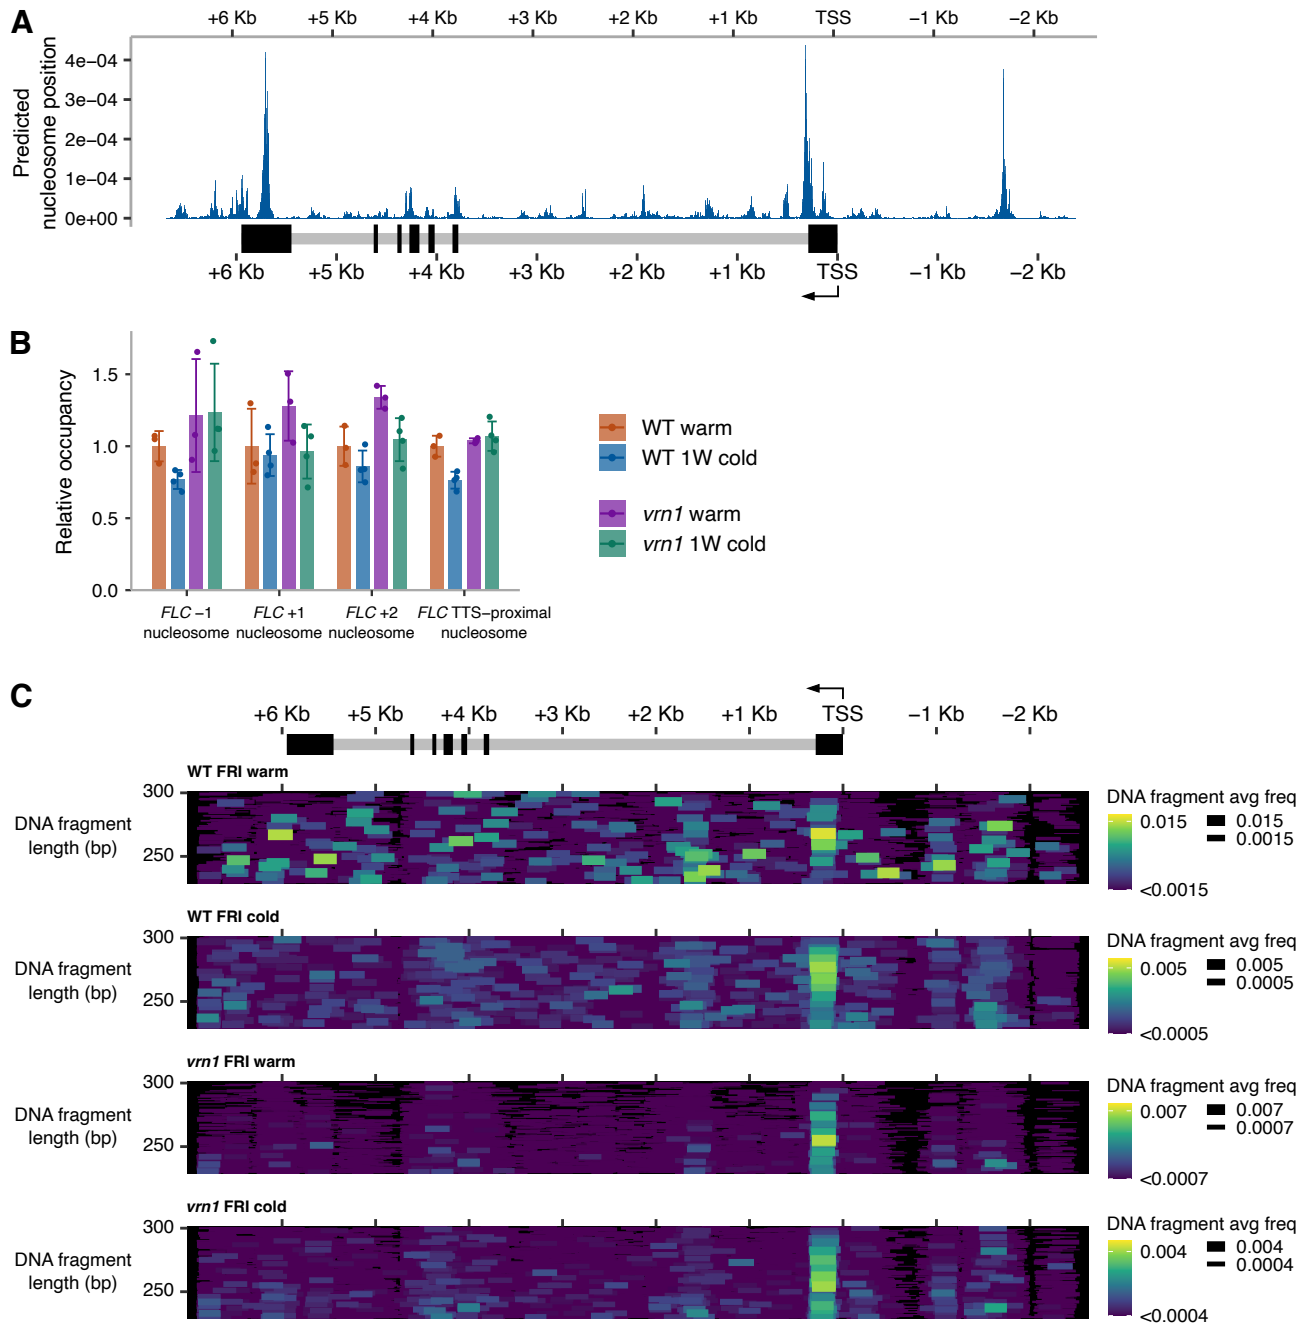

### SuppFig4 – Nucleosome position and occupancy at *FLC*.

(A) Nucleosome position at *FLC* predicted *in silico* based on genomic DNA sequence<sup>85</sup>. Schematic representation of the *FLC* locus on the bottom of the plot with exons as black boxes and introns as grey lines. 

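Occupancy at *FLC* was computed as the share of *FLC* fragments of 100 to 150 bp with their midpoint in a window, relative to the WT FRI warm mean. The reference is the total of *FLC* in each library, because fragments of *GAPDH* and *ACT7* were not used here. For the -1 nucleosome (3179508 to 3179648 on chromosome 5, TAIR10), occupancy was 0.749 ± 0.0838 in WT FRI 1W cold, not separated from the warm libraries (exact permutation test, n = 3 and 4, p = 0.0571). In *vrn1-4* FRI it was 1.26 ± 0.406 in the warm and 1.27 ± 0.344 in the cold (exact permutation test, p = 1). For the +1 nucleosome it was 0.844 ± 0.126 in WT FRI 1W cold (exact permutation test, p = 0.286), and in *vrn1-4* FRI it went from 1.33 ± 0.135 to 0.998 ± 0.103 (exact permutation test, p = 0.0286). This change at +1 was not shown to differ between the genotypes (log2 difference -0.165, permutation of genotype labels within each temperature, p = 0.589, and 0.736 after adjustment over 10 tests). For the +2 nucleosome occupancy was 0.839 ± 0.101 in WT FRI 1W cold (exact permutation test, p = 0.143), and 1.35 ± 0.0811 and 1.10 ± 0.192 in *vrn1-4* FRI warm and cold (exact permutation test, p = 0.0857). For the TTS-proximal nucleosome (3173708 to 3173908, across the border of intron 6 and exon 7) it was 0.798 ± 0.0557 in WT FRI 1W cold (exact permutation test, p = 0.0286). In *vrn1-4* FRI it was 1.04 ± 0.0137 in the warm and 1.12 ± 0.126 in the cold (exact permutation test, p = 0.486). Errors are SD over 3 warm or 4 cold libraries. Counting each distinct fragment once took away the WT FRI call at the TTS, with a difference of -0.0684 (exact permutation test, p = 0.343).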

(B) Relative nucleosome occupancy levels from MNase-seq for WT FRI and *vrn1-4* FRI at warm temperature or after 1 week of cold (1W cold) normalized to *GAPDH* (AT1G42970) and *ACT7* (AT5G09810; see Methods). Bars and error bars show the mean  $\pm$  SD. Points show individual biological replicates. (C) MNase-protected fragments between 230 bp and 300 bp reconstituted from paired reads plotted as coloured horizontal segments. The genomic position on the x-axis is aligned and in scale with the schematic representation of the *FLC* gene on the top; exons in black, introns in grey. The y-axis shows the DNA length. Both segment colour and width scales represent the average frequency of a detected DNA fragment within the *FLC* locus in WT FRI and *vrn1-4* FRI at warm temperature and or 1 week of cold (cold).

## Supplemental Figure 5

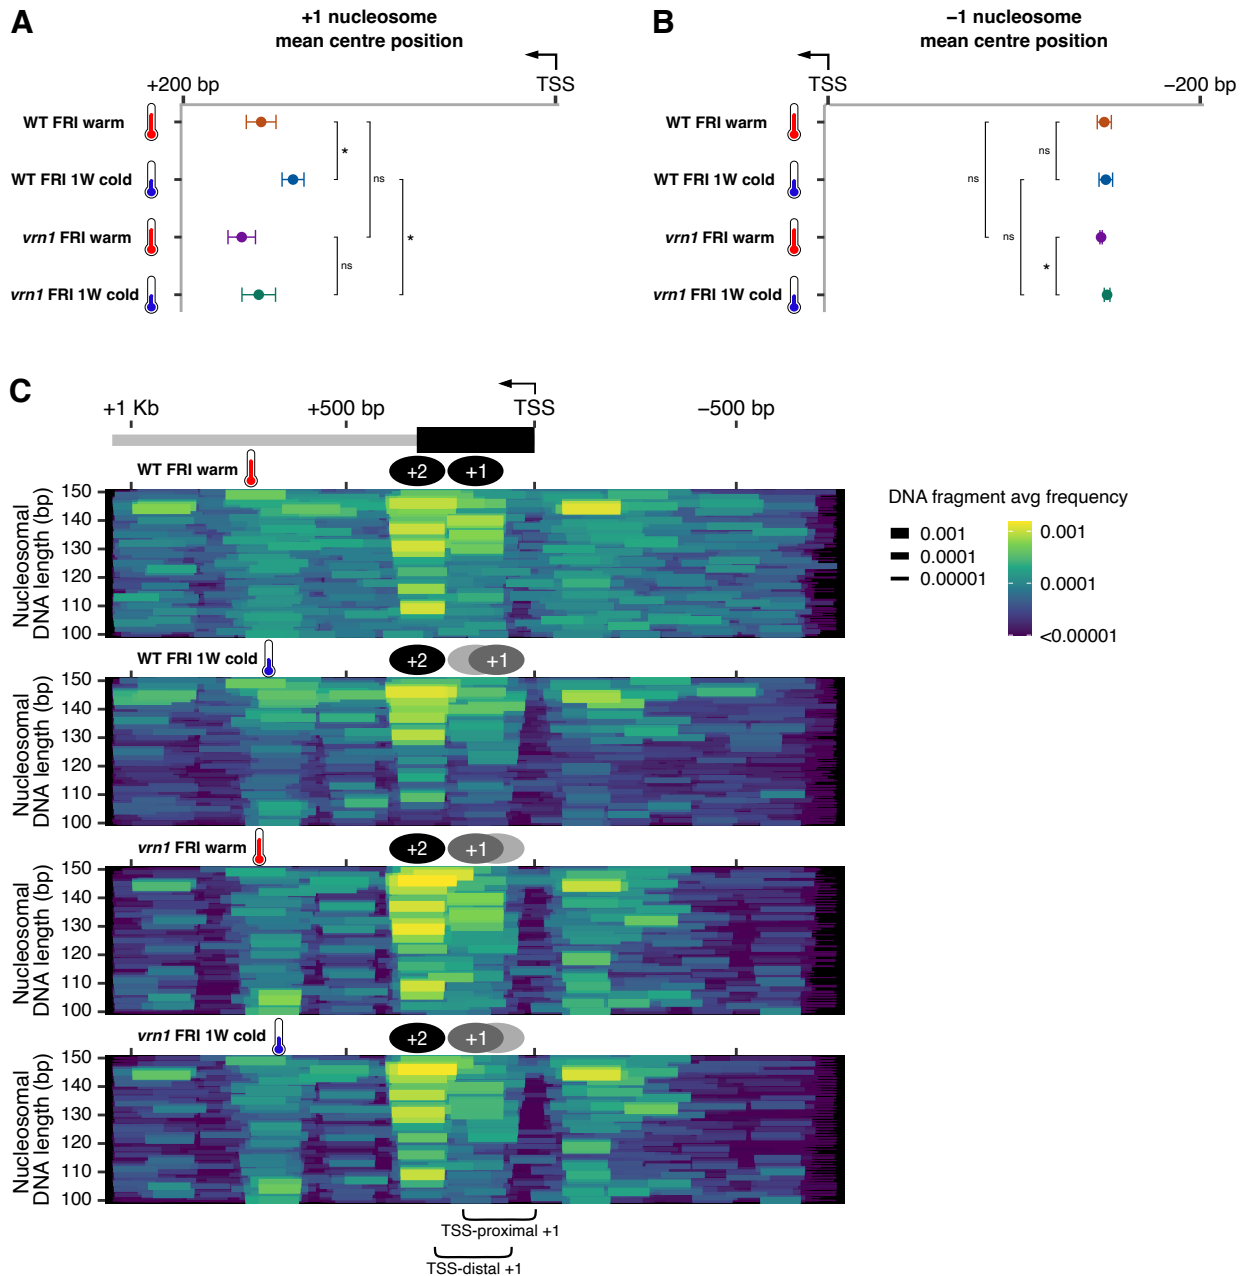

### SuppFig5 – Repositioning of the +1 nucleosome at *FLC*.

(A,B) Quantification of the mean centre position of nucleosomal fragments reconstituted from paired MNase-seq reads within the 200 bp downstream *FLC* TSS (A) or upstream *FLC* TSS (B). 

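The mean midpoint of the fragments 1 to 200 bp downstream of the *FLC* TSS was 137.8 ± 2.27 bp (SD, n = 3) in WT FRI warm and 128.6 ± 2.3 bp (SD, n = 4) in WT FRI 1W cold, a shift of -9.19 bp (exact permutation test, p = 0.0286). In *vrn1-4* FRI it was 140.6 ± 0.799 bp (SD, n = 3) and 134.1 ± 1.83 bp (SD, n = 4), a shift of -6.55 bp (exact permutation test, p = 0.0286). The shifts were not shown to differ between the genotypes (difference of 2.64 bp, permutation of the genotype labels within each temperature, p = 0.406). The genotypes differed by 5.47 bp in the cold (exact permutation test, p = 0.0286) and by 2.83 bp in the warm (exact permutation test, p = 0.2, with 0.1 the smallest p that 3 against 3 allow). The difference in the cold was 4.33 bp without WT FRI cold replicate 2 (exact permutation test, p = 0.0571). A span of 250 bp moved these values most, giving 158.9 ± 6.38 bp in WT FRI warm, 143.5 ± 6.28 bp in WT FRI 1W cold, 170.9 ± 6.64 bp in *vrn1-4* FRI warm and 160.8 ± 8.70 bp in *vrn1-4* FRI 1W cold. With that span neither shift passed 0.05 (exact permutation tests, p = 0.0571 in WT FRI and p = 0.171 in *vrn1-4* FRI), while the genotypes differed by 17.3 bp in the cold (exact permutation test, p = 0.0286) and by 12.0 bp in the warm (exact permutation test, p = 0.2). The median midpoint over 200 bp, in place of the mean, was 145.2 bp in WT FRI warm and 138 bp in WT FRI 1W cold. In *vrn1-4* FRI it was 145.8 bp in the warm and 143.6 bp in the cold, a smaller shift of -2.21 bp. Upstream of the TSS the mean midpoint was -127.7 and -128.1 bp in WT FRI warm and 1W cold, and -128.3 and -131.0 bp in *vrn1-4* FRI warm and 1W cold. None of the 4 comparisons of these upstream means exceeded the spread between libraries (exact permutation tests, p = 0.771, 0.429, 1 and 0.229 for WT FRI with cold, *vrn1-4* FRI with cold, the genotypes in the warm and the genotypes in the cold).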

Points and error bars show the mean  $\pm$  SD. ns p-value  $\geq 0.05$ , \*p-value  $< 0.05$  from two-tailed Student's *t*-test. (C) MNase-seq for the 5' end of *FLC* in WT FRI and *vrn1-4* FRI seedlings at warm temperature or after 1 week of cold (1W cold). The genomic position on the x-axis is aligned and in scale with the schematic representation of the *FLC* on the top with exon 1 in black and intron 1 in grey. The nucleosomal DNA reconstituted from paired reads were plotted as coloured horizontal segments. The y-axis resolves the nucleosomal DNA by fragment length. Both segment colour and width scales show the average frequency of a detected DNA fragment. A representation of the +1 and +2 nucleosome positions inferred from the data were added as schematics above each plot. The windows used to calculate the ratio of +1 TSS-proximal to TSS-distal in Fig3E are shown in the bottom.

## Supplemental Figure 6

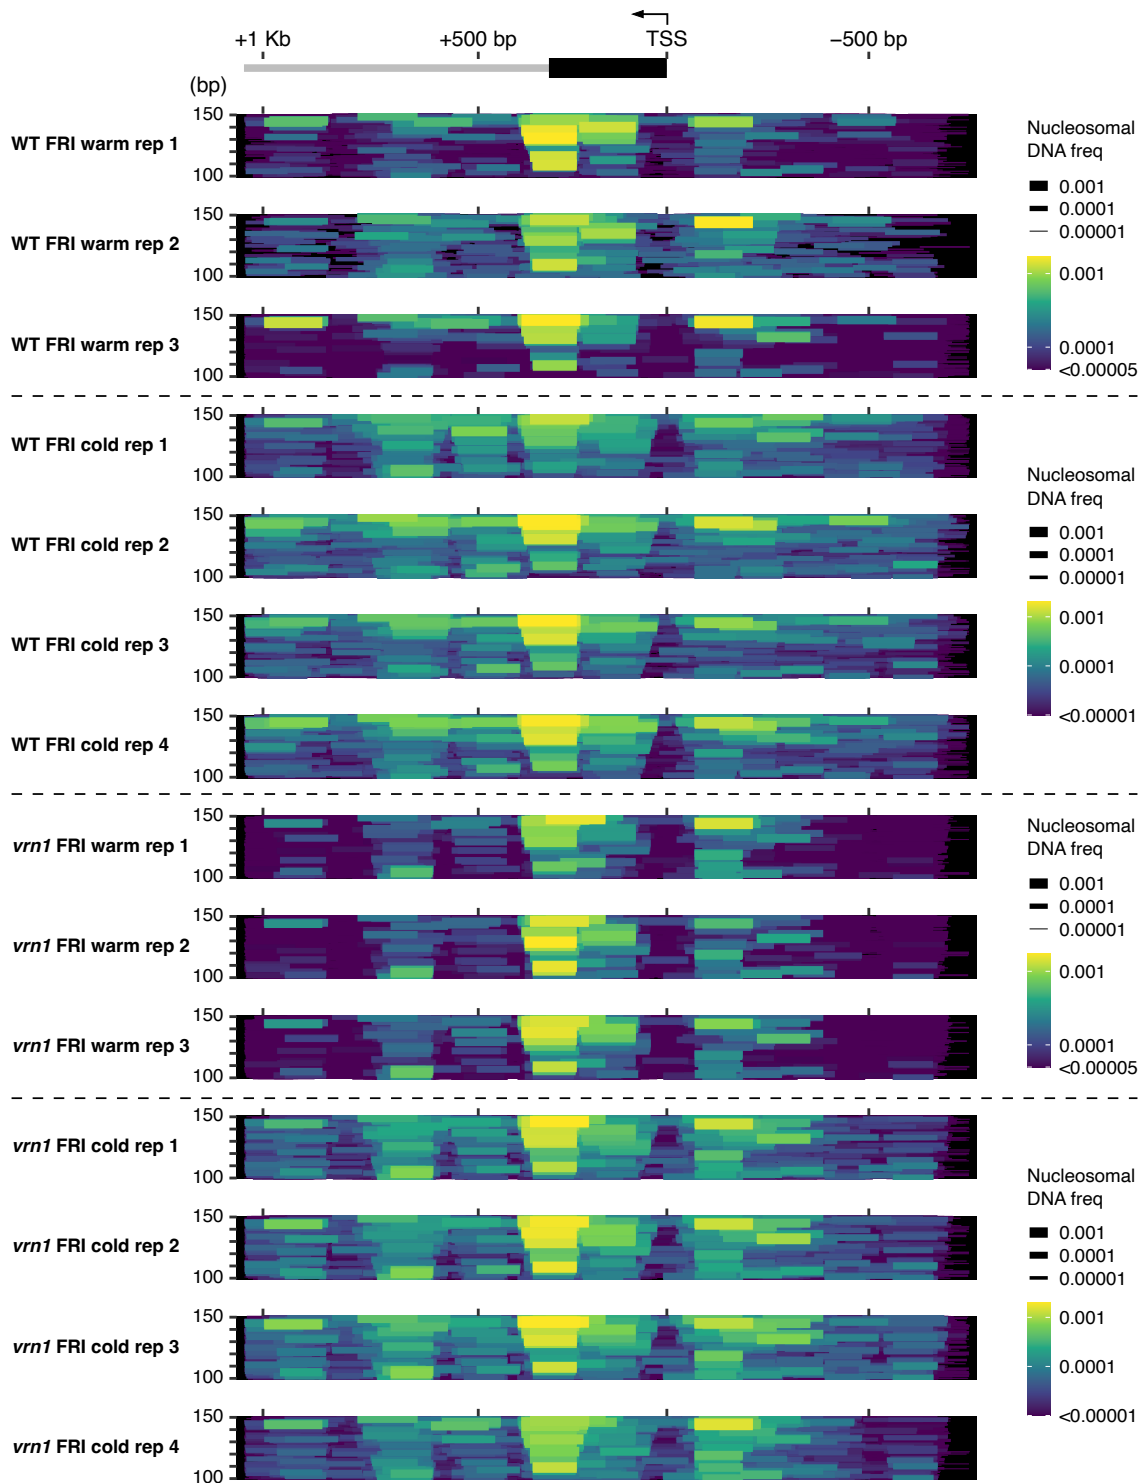

### SuppFig6 – MNase-seq profiles at the 5' end of *FLC*.

MNase-seq plots for the 5' end of the *FLC* for each replicate separately. Three replicates for WT FRI and *vrn1-4* FRI at warm temperature and four replicates for WT FRI and *vrn1-4* FRI after 1 week of cold (cold). The genomic position on the x-axis is aligned and in scale with the schematic representation of the 5' end region of *FLC*; exon 1 in black, intron 1 in grey. The y-axis shows the nucleosomal DNA length. Nucleosomal DNA fragments were plotted as coloured horizontal segments. Colour and width scales show the frequency of each nucleosomal DNA fragment.

## Supplemental Figure 7

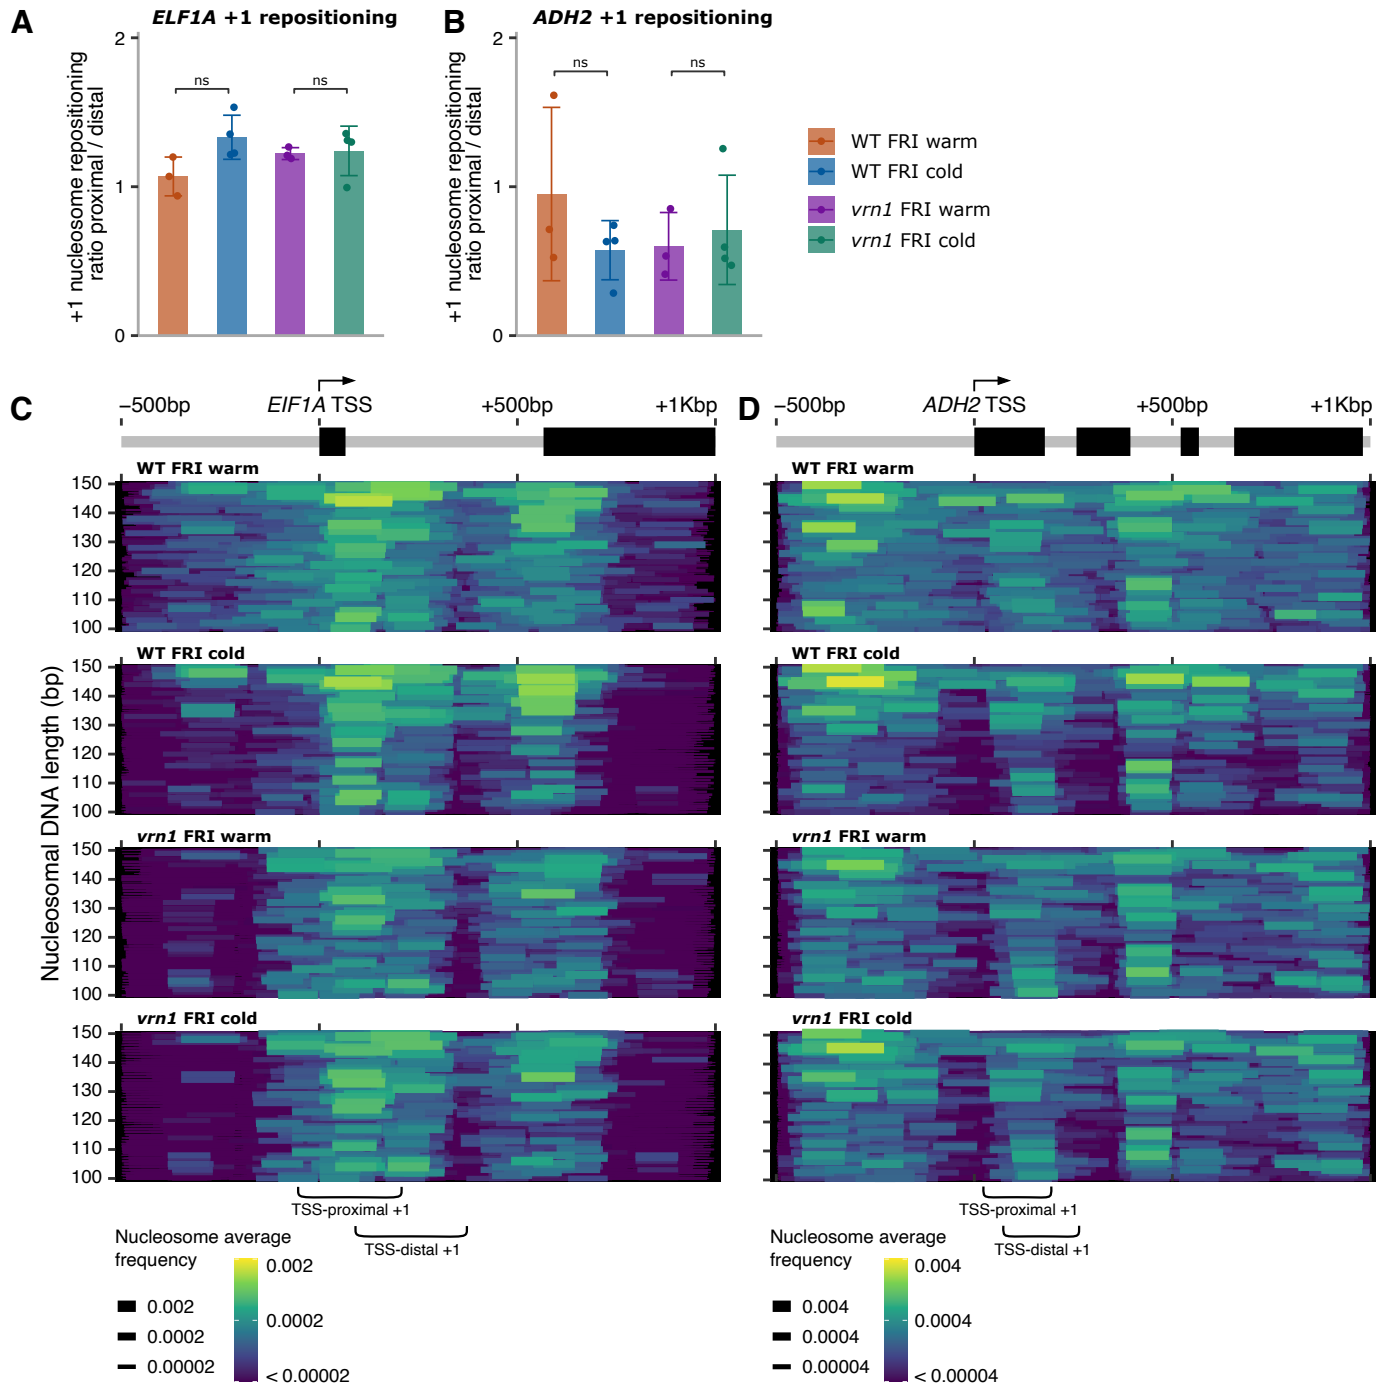

### SuppFig7 – Repositioning of the +1 nucleosome at other genes.

(A-D) MNase-seq in WT FRI and *vrn1-4* FRI plants grown at warm temperature or after 1 week of cold (cold). +1 nucleosome repositioning plots showing the ratio of TSS-proximal nucleosomal fragments to TSS-distal at the (A) *EIF1A* (AT5G60390) and (B) *ADH2* (AT5G43940) loci. (A, B) Bars and error bars represent the mean  $\pm$  SD. Points represent individual biological replicates. ns indicates  $p$ -value  $\geq 0.05$ , \* $p$ -value  $< 0.05$  from two-tailed Student's  $t$ -test. (C, D) MNase-seq plots for the 5' end of the *EIF1A* and *ADH2* loci. The x-axis shows the region from 500 bp upstream to 1 Kbp downstream of the TSS. The y-axis shows the nucleosomal DNA length. Colour and width scales show the average frequency of a nucleosomal DNA fragment. Schematics of the gene on the top with exons in black. The brackets on the bottom indicate the windows used to quantify +1 nucleosome repositioning shown on panels A and B.

## Supplemental Figure 8

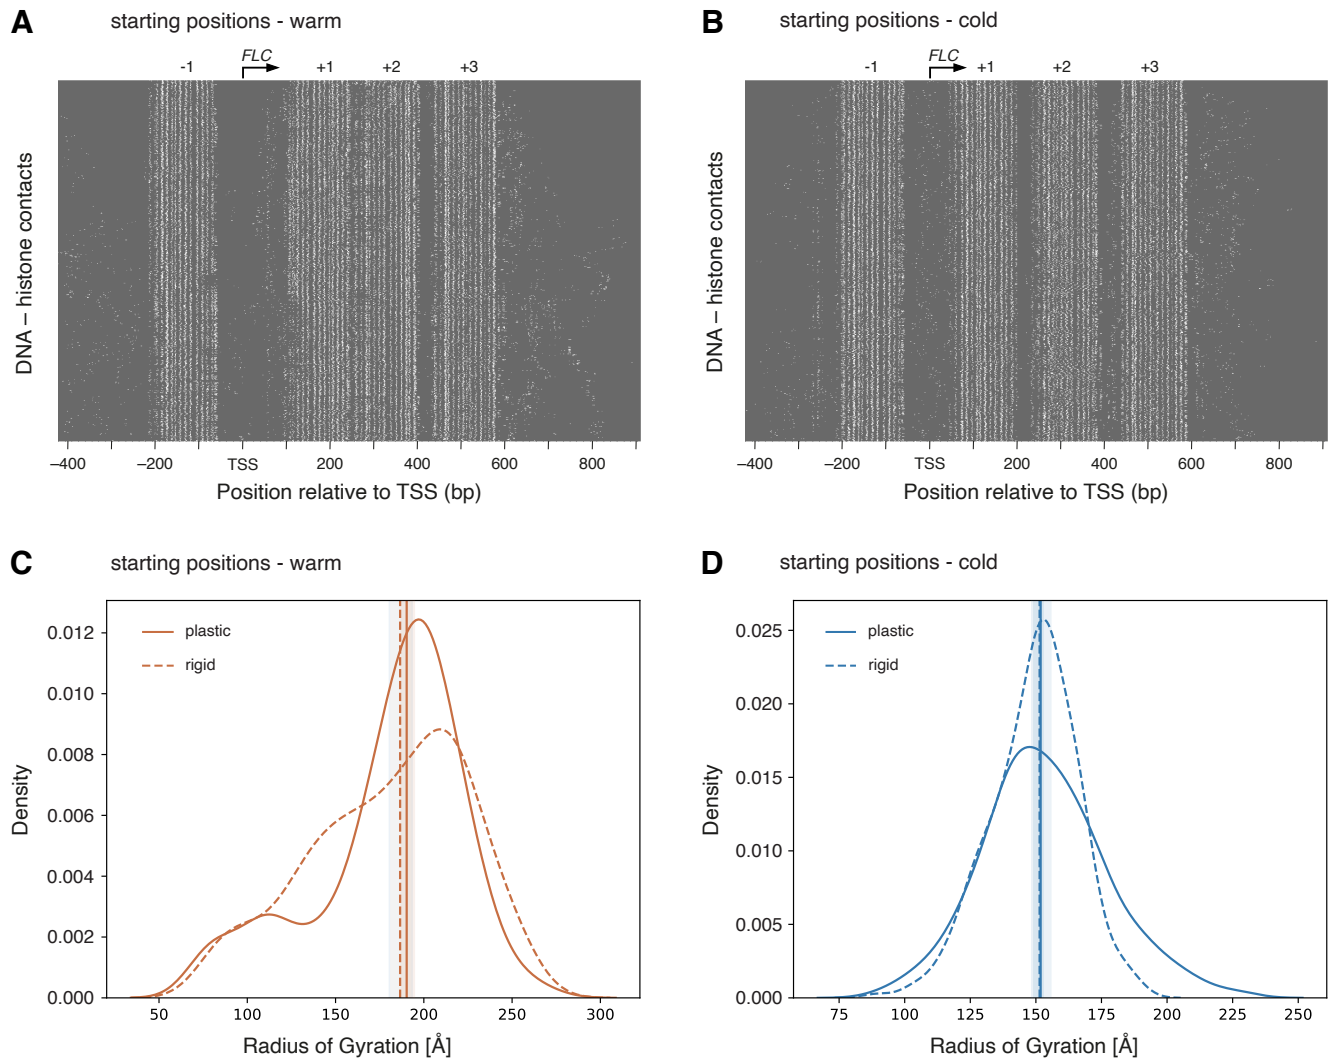

### SuppFig8 – Simulations of *FLC* chromatin with warm vs cold positioning.

(A, B) Contact maps for the simulations of chromatin at the 5' end of *FLC* at physiological salt with warm-positioned (A) and cold-positioned (B) nucleosomes. Each line along the y-axis is a simulation snapshot, with white dots indicating the presence of a histone-DNA contact at a given basepair on the x-axis. (C, D) Distribution of the radii of gyration for the simulations at physiological salt of plastic chromatin (solid line), in which nucleosome breathing and sliding motions were allowed, or rigid chromatin (dashed line), in which nucleosome breathing and sliding was constrained; with nucleosomes with warm positioning (C) or cold positioning (D). Vertical lines represent the median, and shaded area represents the confidence interval (95%).

## Supplemental Figure 9

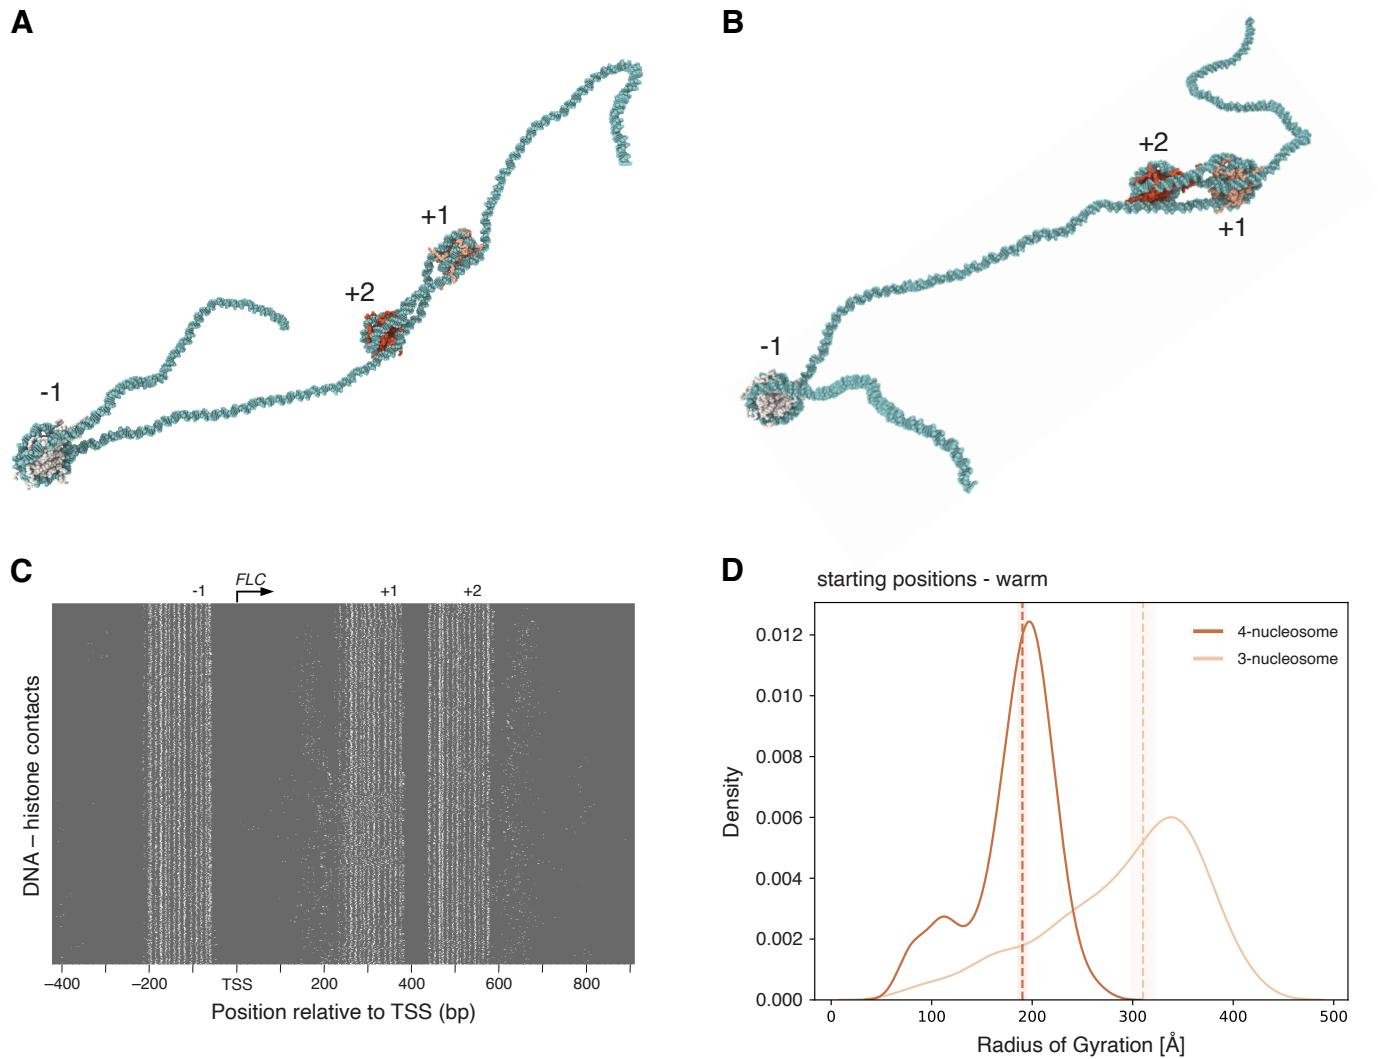

### SuppFig9 – Simulations of an alternative (3-nucleosome) chromatin structure at the 5' end of *FLC*.

(A,B) Two representative snapshots from the simulations of an alternative *FLC* chromatin scenario where the presumed +1 and +2 nucleosome positions detected *in vivo* would derive from one nucleosome with two alternative positions. (C) Contact maps for those simulations. Each line along the y-axis is a simulation snapshot, with white dots indicating the presence of a histone-DNA contact at a given basepair on the x-axis. (D) Distribution of the radii of gyration for the alternative simulations (light coloured line) vs the simulations with 4 nucleosomes with warm positioning (**Fig5A,C**; dark coloured line). Vertical dashed lines represent the median, and shaded area represents the confidence interval (95%).

## Supplemental Figure 10

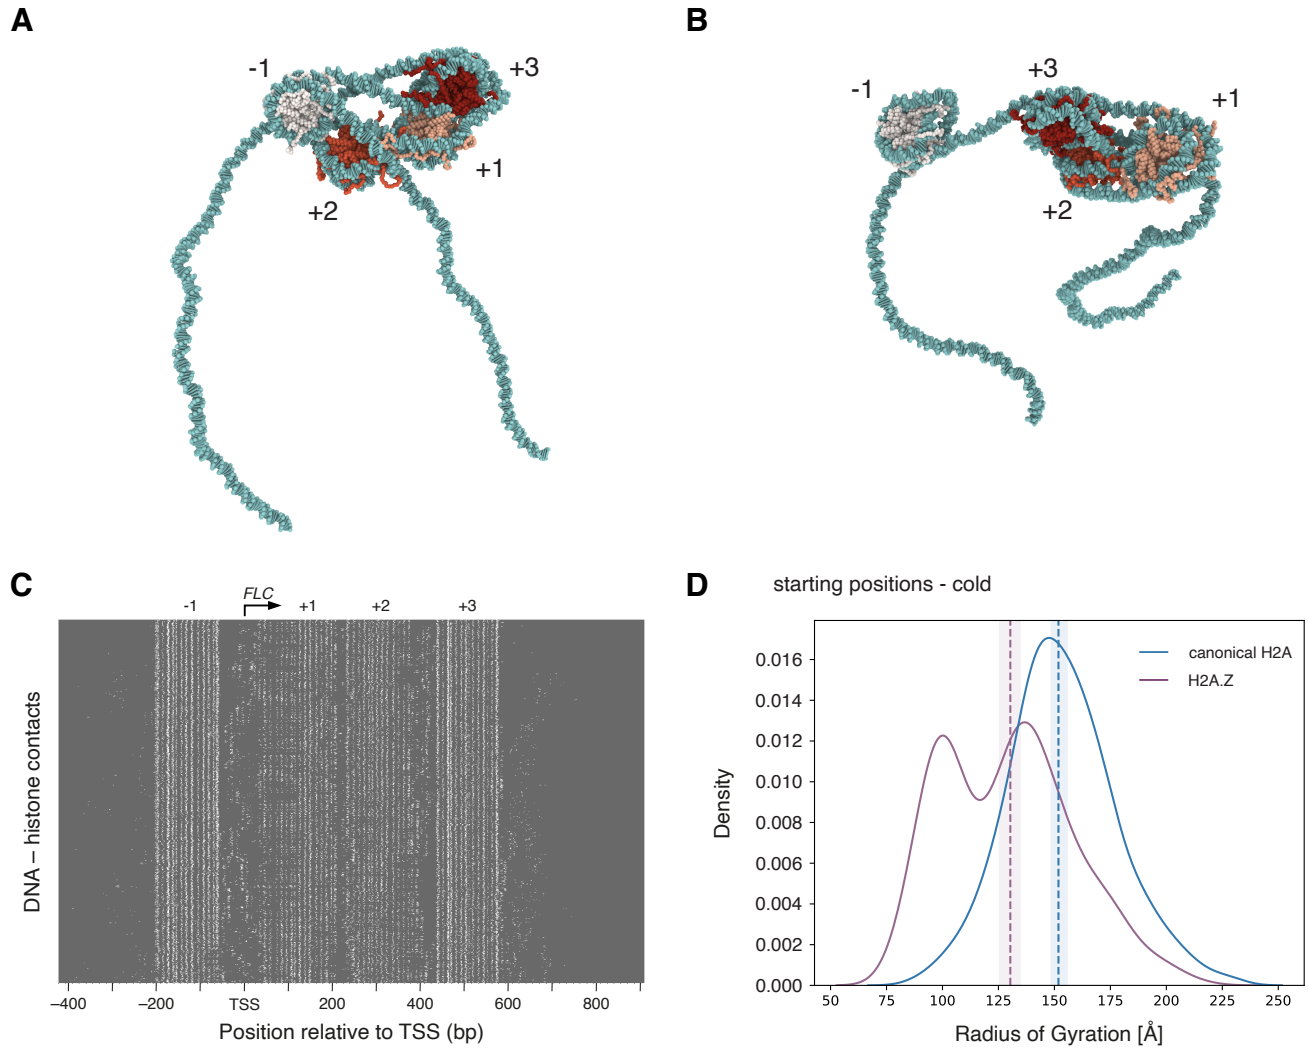

### SuppFig10 – Simulations of *FLC* chromatin with H2A.Z-containing nucleosomes.

(A, B) Representative snapshots from the simulations of *FLC* chromatin at physiological salt with nucleosomes with cold positioning, containing the histone variant H2A.Z at the nucleosomes +1 and +2. (C) Contact maps for H2A.Z-containing *FLC* chromatin with cold-positioned nucleosomes. Each line along the y-axis is a simulation snapshot, with white dots indicating the presence of a histone-DNA contact at a given basepair on the x-axis. (D) Distribution of the radii of gyration for the simulations of *FLC* chromatin with cold-positioned nucleosomes containing canonical histones (**Fig5B,C**; blue line) or the histone variant H2A.Z at the +1 and +2 nucleosomes (purple line). Vertical lines represent the median, and shaded area represents the confidence interval (95%).

# Supplementary material for: Cold-induced nucleosome dynamics linked to silencing of Arabidopsis FLC
**Source:** Nat Commun. 2025 Jul 1;16:5550. doi: 10.1038/s41467-025-60735-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Dataset 1

Description: List of all primers.

Supplementary Dataset 2

Description: VRN1-FLAG IP-MS in plants in the warm.

Supplementary Dataset 3 –

Description: VRN1-FLAG IP-MS in plants in the cold.

Supplementary Dataset4

Description: List of all bait sequences used for library enrichment.

# Supplementary material for: Cold-induced nucleosome dynamics linked to silencing of Arabidopsis FLC
**Source:** Nat Commun. 2025 Jul 1;16:5550. doi: 10.1038/s41467-025-60735-z
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Proteome Discoverer 3.0 was used for IP-MS data analysis. LAMMPS (version 3rd March 2020), Visual Molecular Dynamics (VMD), and Open Visualization Tool (OVITO) software were used for MD simulations data analyses and image rendering. All the codes for MNase-seq data processing, analysis, and plotting are available on GitHub ( <a href="https://github.com/Miguel-Montez/Targeted-MNase-seq-analysis">https://github.com/Miguel-Montez/Targeted-MNase-seq-analysis</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the codes for MNase-seq data processing, analysis, and plotting are available on GitHub (<https://github.com/Miguel-Montez/Targeted-MNase-seq-analysis>). The MNase-seq data generated in this study have been deposited at the NCBI Gene Expression Omnibus (GEO) under the accession GSE274066. The mass spectrometry

proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD054597 (VRN1-FLAG IP-MS in the warm) and PXD060769 (VRN1-FLAG IP-MS during cold).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Included in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Included in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

Novel plant genotypes

Authentication

All genotypes used in this study have Columbia (Col-0) background with a functional FRIGIDA allele introgressed from the ecotype San Feliu-2 (Lee & Amasino, 1995). vin3-4 (SALK\_004766.51.00.x 77), arp6-1 (Garlic\_599\_G0 31), pHTA9::HTA9-GFP (Kumar & Wigge, 2010), pHTR5::HTR5::GFP (Wollmann et al., 2012), and vrn1-4 FRI mutant obtained from a fast-neutron mutagenesis (Sung & Hirsch, 2004). VRN1-FLA6-GFP terminal fusion was generated by cloning a genomic VRN1 (AT3G18990) sequence. This sequence was transformed into WT FRI by standard plant transformation with Agrobacterium tumefaciens strain GV3101.

The vrn1-4 FRI mutant was backcrossed to WT FRI.

How the deposited data were processed for this re-analysis (not part of the article)

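Targeted MNase-seq of *FLC* was analysed in 14 libraries from Arabidopsis seedlings grown for 10 days at 22 °C, with 3 libraries each of WT FRI warm and *vrn1-4* FRI warm, and 4 libraries each of WT FRI and *vrn1-4* FRI after 1 week of cold. Every library was assigned to its genotype, temperature and replicate from its sample label and the paper.

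The authors trimmed adaptors with fastp, aligned the read pairs to TAIR10 with Bowtie2, split them by target locus with Samtools, discarded reads of low base quality, rebuilt fragments from the leftmost coordinate and the insert length, and kept lengths of 100 to 150 bp. They deposited a fraction for each distinct fragment of each library, the number of fragments with one start and end divided by all fragments over *FLC*. Replicates were not pooled. The paper's text does not state whether PCR duplicates were removed. No other column of values per library was left aside (0 columns). Fragments of other loci and other lengths were not used here. The fractions of each library sum to 1, so occupancy is relative to *FLC* as a whole and a locus-wide gain or loss of nucleosomes is not visible. Selection of 100 to 150 bp also makes the values depend on the extent of MNase digestion, since a digestion that trims fragments moves them past a length limit.

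The depth is not stated, because only fractions are given, and no interval or detection limit from counting was computed. If the smallest fraction of a library stands for 1 fragment, a smaller value means a deeper library. This fraction was 8.17e-06, 2.09e-05 and 1.09e-06 in WT FRI warm and 8.73e-07 to 3.67e-06 in WT FRI 1W cold. On that reading the depth was unequal between the groups compared. The 14 libraries held 1039765 distinct fragments in all. Precision was taken from the spread between libraries alone.

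The planned count model for bins was replaced, since the deposited unit is a fraction. Bins were tested by limma (version 3.58.1, R 4.3.3) on log2(share + 0.0001) over all 14 libraries in 4 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 96 bins of 100 bp had a mean share of at least 0.0001. A log2 change on this scale understates the change of bins with a low share. The rule for named bins was the 3 with the smallest p in each comparison among those past the threshold. On 20 simulated sets of 96 bins, each with 20 bins changed by 1 on the log2 scale, the same fit recovered 96% of the changed bins and 6.80% of its calls were false.

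Single values were compared by two-sided exact permutation tests on the difference of means, over 35 splits for 3 libraries against 4, 70 arrangements for 4 against 4 and 20 for 3 against 3. The difference between genotypes of the change in the cold was tested by permuting genotype labels within the warm and within the cold (1400 arrangements), with Benjamini-Hochberg adjustment over 10 such tests. Correlations across libraries used 100000 permutations and correlations across bins 10000. The test of midpoints in windows of 200 bp along *FLC* was checked on simulated data, where 6 of 6 shifted windows and 0 of 43 unshifted windows reached the smallest p. All simulated libraries were drawn from WT FRI warm replicate 1 and so lacked the spread between replicates. This check therefore says nothing about how often unshifted windows reach that p in the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

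Fragments were assigned to the +1 windows when they lay entirely inside, with the windows read from the brackets of Supplementary Fig. 5C. The windows of the -1, +1, +2 and TTS-proximal nucleosomes were set from the fragment positions in Fig. 3C and Supplementary Fig. 5C, since the paper's text does not give them. The most frequent midpoint was taken after averaging over 11 bp, and spacing is the distance between midpoints less 147 bp. The mean midpoint used a span of 200 bp, as in the legend of Supplementary Fig. 5, with 250 bp, named in the Methods for the plots, as an alternative.

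Whether replicate numbers pair the libraries was checked by correlating deviations from the condition means over the bins. Over the 18 pairs with the same number r was -0.599 to 0.580, with 7 pairs over 0.1, against 12 of the 36 pairs with different numbers. Between *vrn1-4* FRI warm and *vrn1-4* FRI cold all 3 same-numbered pairs were over 0.1 (0.410, 0.519 and 0.356), so the numbers were taken to pair these libraries, from the values alone. In the other comparisons the libraries share only a number.

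The assignment of samples, the windows, the tests of the ratio, mean midpoints, occupancy and mean length, and the alternatives that follow were fixed before the data were examined. Tests of the separate TSS-proximal and TSS-distal shares, of the spread of midpoints, and of the difference between genotypes in the response to cold for values other than the ratio and the bins were added later. The alternatives were other window placements and assignments, lengths of 120 to 150 bp, each distinct fragment counted once, 20000 fragments drawn per library, a common length distribution, a log2 scale, the median midpoint, bins of 50 bp, fits with only the groups compared, a replicate block and each library left out in turn.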

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

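In this part, counting each distinct fragment once among 20000 drawn was chosen only after the result was seen, for every result it is given for. So was the correlation of GC content with the bins that differ between genotypes. The tests of the difference between genotypes in the TSS-proximal and TTS-proximal shares were added later, as stated with the processing.

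In WT FRI 1W cold, the mean +1 midpoint of replicate 2 lay 125.2 bp from the TSS, closer than in the other 3 libraries, with a gap to the nearest of them that, as a part of the range, exceeded Dixon's 95% critical value for 4 samples by only 0.000443. Of 16 groups of 4 libraries tested this way 1 was above, where about 5% are by chance. With all libraries brought to one length distribution, the gap still made up 0.831 of the range, and with 20000 fragments drawn per library and each distinct fragment counted once it made up 0.169. Because the last setting also flattens frequent positions, depth and repeated fragments cannot be told apart from a real difference of this library. A single library excludes neither technical explanation, and no biological explanation was tested, since the 4 libraries are replicates of one condition.

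The TSS-proximal share rose less in *vrn1-4* FRI than in WT FRI. The log2 changes in the cold differed by -0.57 (permutation of genotype labels within each temperature, p = 0.0357, and 0.193 after adjustment over 10 tests). The adjusted value does not pass 0.05. A difference in fragment lengths is argued against, since the value was -0.54 (p = 0.0157 by the same permutation) with one length distribution in all libraries. With 20000 fragments drawn and each distinct fragment counted once it was -0.32 (p = 0.121 by the same permutation), so depth and repeated fragments stay open. The call was lost in 5 of 14 tests that each left out 1 library. These were WT FRI cold replicate 1 (-0.49 without it), *vrn1-4* FRI cold replicate 3 (-0.50), and *vrn1-4* FRI warm replicates 1 (-0.54), 2 (-0.57) and 3 (-0.60). A smaller response of the +1 nucleosome to cold in *vrn1-4* FRI stays among the open explanations as a hypothesis. All 3 *vrn1-4* FRI warm libraries already had a higher TSS-proximal share than the 3 WT FRI warm libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

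The share of the TTS-proximal nucleosome fell in WT FRI and not in *vrn1-4* FRI, with log2 changes that differed by 0.42 (permutation of genotype labels within each temperature, p = 0.0386, and 0.193 after adjustment over 10 tests). With one length distribution the difference was 0.44 (p = 0.05 by the same permutation), which argues against fragment length as its whole cause. With each distinct fragment counted once among 20000 drawn it was 0.11 (p = 0.469 by the same permutation), so depth and repeated fragments stay open. The call was lost in 9 of 14 tests that each left out 1 library, with differences from 0.35 without *vrn1-4* FRI cold replicate 4 to 0.48 without *vrn1-4* FRI cold replicate 3. The others of these libraries were WT FRI warm replicates 1 and 2, WT FRI cold replicates 1, 2 and 3, and *vrn1-4* FRI cold replicates 1 and 2. A difference between the genotypes in their response to cold was not tested apart from these values.

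The bin from 3178982 to 3179081 in intron 1, which lies 367 to 466 bp downstream of the TSS and holds the most frequent +3 midpoint of all 4 conditions, was the only 1 of 96 bins whose change in the cold differed between genotypes (log2 difference -0.61, standard error 0.132, adjusted p = 0.0374 from limma). Without an adjustment, 5 bins had a p under 0.05. Adjusted p-values from limma were 0.0201 with the linear trend on GC content removed and 0.0323 with one length distribution, which argues against each as the whole cause, and 0.855 with each distinct fragment counted once among 20000 drawn, which leaves depth and repeated fragments open. Of 100 regroupings of the genotype labels, 6 gave at least as many bins, so the count itself is within what regrouping gives. The call was lost in 12 of 14 fits that each left out 1 library, while the log2 difference stayed between -0.66 and -0.56 over all 14. It remained without WT FRI cold replicate 4 and without *vrn1-4* FRI cold replicate 3.

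Far more bins differed between the genotypes than between temperatures, and most lay outside the windows the paper quantifies. In the cold, 36 of the 86 bins outside those windows passed an adjusted p of 0.05 from limma, and 33 did in the warm. Over all 96 bins, 41 passed in the cold (12 higher and 29 lower in *vrn1-4* FRI) and 35 in the warm (8 higher and 27 lower), with 47 and 43 at an unadjusted p under 0.05. The median bin was shifted by -0.16 in the warm and by -0.10 in the cold (log2). With shares centred on the median bin, a scaling chosen after seeing the data, the splits were 13 higher and 15 lower in the warm and 17 higher and 26 lower in the cold. In the warm the 3 bins with the smallest p were 3176682 to 3176781 in intron 1 (log2 difference -0.97), 3174082 to 3174181 in intron 6 (-0.56) and 3175882 to 3175981 in intron 1 (-1.34). In the cold they were 3178982 to 3179081 (-0.79), 3176682 to 3176781 (-0.76) and 3174482 to 3174581 (-0.56). Of the 35 splits of the 8 cold libraries, 1, the real one, gave as many bins, and of the 10 splits of the 6 warm libraries 1 did, the smallest share that 3 against 3 allow.

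The genotype differences in the warm and in the cold, which share no library, were alike across bins (Pearson's r = 0.902 and Spearman's rho = 0.892, permutation p = 0.0001, the smallest that 10000 permutations give; bins are not independent replicates). All 31 bins past the threshold at both temperatures had the same direction, 7 higher and 24 lower. This argues against single deviant libraries. GC content tracked the difference, with r = 0.808 across bins in the warm and 0.780 in the cold (permutation p = 0.0001 for both), and *vrn1-4* FRI fragments were richer in GC by 1.76 percentage points in the warm (exact permutation test, p = 0.1, the smallest that 3 against 3 allow) and 1.61 in the cold (exact permutation test, p = 0.0286). With the linear GC trend removed, 30 bins passed in the cold, 22 of them shared with the fit without this correction, and 18 in the warm. With one length distribution 43 passed in the cold. GC content and fragment length are thus each argued against as the whole cause in the cold, while GC content may account for part of it. With each distinct fragment counted once among 20000 drawn, 35 passed in the cold (32 of them among the 41) and 22 in the warm (18 among the 35). With each distinct fragment counted once without the draw, only 9 passed in the cold (8 among the 41) and 11 in the warm (7 among the 35), so depth and repeated fragments stay open for most of these bins. The count in the warm depended on single libraries, with 13 bins without WT FRI warm replicate 3, 16 without *vrn1-4* FRI warm replicate 1 and 23 without *vrn1-4* FRI warm replicate 3. No label gives the batch of the libraries, so a preparation that differed between the genotypes stays open beside a difference in chromatin.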

How the results depend on the processing

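Of 568 alternative values of 50 comparisons, 471 kept their direction and their side of the threshold (or moved by less than the spread between libraries), 61 became weaker, 17 became stronger, 9 reversed and 10 values with no test moved. Values from designs too small to pass 0.05 (2 libraries against 4, 3 against 3, or 3 pairs) were compared by size. Their direction was compared only where the main test had passed 0.05, and a change of sign was otherwise not counted as reversed. On these terms 21 comparisons were kept under every alternative run, among them the *vrn1-4* FRI ratio and the WT FRI occupancy of the -1, +1 and +2 nucleosomes. Some of the 21 still changed sign. The *vrn1-4* FRI change in the spread of midpoints ran from -0.657 to 4.88 bp. The genotype difference of the -1 midpoint in the warm ran from -3.07 to 3.86 bp. The difference in WT FRI mean length was also kept in direction, but none of the 7 tests that left out 1 library, nor the pairs, can show whether its call holds. Of 140 values of named bins, 24 lost their call and 116 kept it. Unless a sentence says otherwise, the cause of a change was not tested.

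With both +1 windows 10 bp towards the TSS, the WT FRI ratio relative to warm was 1.27 and the TSS-proximal share 1.01-fold, both without a call. The difference of *vrn1-4* FRI from WT FRI in the relative ratio reversed to 0.0330, its log2 difference between genotypes to 0.037, and the TSS-proximal share of *vrn1-4* FRI to 0.891-fold, while the share's log2 difference between genotypes shrank to -0.19. The spread of the relative ratio between cold libraries had no call with the deviations from each group's median permuted, a test chosen after seeing the data (permutation p = 0.171), nor under any other alternative. Its size went from 0.0204 with a single random draw of 20000 fragments to 0.311 with fragments of 120 to 150 bp, and was 0.0705 without *vrn1-4* FRI cold replicate 4. The relative ratio differed between genotypes past the threshold with windows 10 bp away from the TSS (-0.766), with midpoint assignment (-0.630) and with fragments inside both windows left out (-0.866).

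Counting each distinct fragment once gives rare fragments the weight of frequent ones. The WT FRI ratio was then 1.29, its TSS-proximal share 1.06-fold, its +1 midpoint shift -4.71 bp, the genotype difference of the +1 midpoint in the cold 0.820 bp, the WT FRI change of TTS-proximal occupancy -0.0684 and the log2 differences between genotypes -0.17 (TSS-proximal share) and 0.076 (TTS), all without a call. Reversed were the WT FRI shift of the -1 midpoint (5.90 bp), the *vrn1-4* FRI changes of -1 occupancy (-0.0281) and TTS occupancy (-0.0188) and its TSS-proximal share (0.942-fold). The *vrn1-4* FRI change at +2 gained a call (-0.170). In bins the counts were 0 (WT FRI with cold), 11 and 9 (genotypes in the warm and in the cold, of which 7 and 8 were among the bins called otherwise) and 0 (difference between genotypes in the response to cold), with 28, 22, 23 and 4 bins at an unadjusted p under 0.05.

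The draw of 20000 fragments was a single random draw per library, and its sampling noise was not measured. With 20000 fragments drawn per library, the shift of the +1 midpoint was -11.9 bp in WT FRI, its genotype difference in the cold 6.15 bp, the WT FRI TSS-proximal share 1.63-fold and its log2 difference between genotypes -0.42, all without a call. With each distinct fragment then counted once, an alternative chosen after seeing the data, the last 2 were 1.32-fold and -0.32. A span of 250 bp gave +1 shifts of -15.4 bp (WT FRI) and -10.1 bp (*vrn1-4* FRI), without a call, and genotype differences of 12.0 bp in the warm and, with the call kept, 17.3 bp in the cold. Lengths of 120 to 150 bp gave -7.38 bp for *vrn1-4* FRI and a log2 difference of the TSS-proximal share of -0.54, without a call. The WT FRI shift of the -1 midpoint was 1.63 bp with a common length distribution and 0.375 bp with the median midpoint, both reversed, and a common length distribution gave a genotype difference of the -1 midpoint in the cold of -5.14 bp, with a call. With the +1 peak nearer the TSS, chosen after seeing the data, the spacings were 99 and 35 bp in the warm and 91 and 44 bp in the cold.

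Bins of 50 bp gave 9 (WT FRI with cold), 63 and 76 (genotypes in the warm and in the cold) of 189 bins. Fits with only the groups compared and shares centred on the median bin, the second chosen after seeing the data, each gave 1 bin for WT FRI with cold. A pseudocount of 0.001 or 1e-05, or a minimum share of 0.001 in every library, all chosen after seeing the data, changed no count by over 1.5 times.

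With replicate number as a block (replicates 1 to 3), 6 bins passed in WT FRI, 12 in *vrn1-4* FRI and 0 for the difference between genotypes in the response to cold (3 at an unadjusted p under 0.05), where the pairing is borne out only for *vrn1-4* FRI with cold. The block changed no other count by over 1.5 times. With 3 pairs its smallest p is 0.25 for single values, so it says nothing about their calls. The WT FRI ratio was 2.26 and the *vrn1-4* FRI ratio 1.45 over the pairs. No paired analysis was possible for the spread of the ratio because a spread belongs to a group and not to a pair.

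With each library left out in turn, the WT FRI ratio was 2.04 to 2.45, the relative ratio of *vrn1-4* FRI differed by -0.829 to -0.318 (a call in 4 of 14), the +1 midpoint in the cold differed by 4.33 to 6.23 bp (the call lost without WT FRI cold replicate 2), and the log2 differences between genotypes were -0.66 to -0.49 (TSS-proximal share) and 0.35 to 0.49 (TTS). Counts of bins were 1 to 10 in WT FRI (10 without WT FRI warm replicate 3), 0 to 9 in *vrn1-4* FRI (9 without *vrn1-4* FRI cold replicate 4), 13 to 32 between genotypes in the warm (13 without WT FRI warm replicate 3), 37 to 47 in the cold and 0 to 1 for the difference in the response to cold. In WT FRI warm the +1 midpoint was 145 to 147 bp and the spacings 133 to 137 bp (133 without WT FRI warm replicate 2) and 20 to 49 bp (49 without WT FRI warm replicate 1). In WT FRI cold the spacing from +2 to +3 was 1 to 25 bp (1 without WT FRI cold replicate 1). The smallest p is 0.0667 for 2 libraries against 4 and 0.1 for 3 against 3, so the lack of a call there says nothing.

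Not run were fragments of 100 to 200 bp and of di-nucleosome length, the references *ACT7*, *GAPDH* and other loci, the *EIF1A* and *ADH2* ratios, the shifts at other loci, and count-based scalings, tests and minimum counts, because the values analysed here are fractions of *FLC* fragments of 100 to 150 bp. The depth, which is not stated, limits what can be said of rare fragments, most of all in WT FRI warm replicate 2.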

Differences from the paper's values

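The tests named here were chosen as stated with the processing, except the spacing to the nearer +1 peak and the permutation of deviations, which were chosen only after the result was seen.

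For WT FRI in the cold the paper's spacing between the +1 and +2 nucleosomes is 34 bp, and the most frequent midpoints gave -2 bp here. No alternative for the spacing was set before the data were examined. With the +1 position taken at the lesser peak between 60 and 120 bp from the TSS, chosen after seeing the values, the spacing was 44 bp in the cold, within 1.5 times the paper's value, but 35 bp in the warm, where the paper's value is 1 bp and the most frequent midpoints gave -3 bp. With that peak the spacing from -1 to +1 was 91 bp in the cold, where the paper's value is 92 bp and the most frequent midpoints gave 137 bp, and 99 bp in the warm, where the paper's value is 143 bp and the most frequent midpoints gave 137 bp. In single libraries this last spacing was 89 to 99 bp in the cold and 91 to 98 bp in the warm, so the groups overlapped. The spacing from that peak to +2 was 37 to 45 bp in the cold and 35 to 36 bp in the warm, without overlap. Because this spacing also depends on the +2 midpoint, which lay at 284 bp in WT FRI warm replicate 2, it does not show a shift of that peak.

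For WT FRI in the cold the paper's spacing between the +2 and +3 nucleosomes is 39 bp, against 25 bp over the mean of the libraries here (9.75 ± 11.8 bp in single libraries, SD, n = 4). Leaving out each library in turn gave 1 to 25 bp, which did not close the gap.

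The ratio in the cold relative to warm is about 2.3 in WT FRI and about 1.7 in *vrn1-4* FRI in Fig. 3E, read by eye, against 2.23 and 1.62 here. Of the alternatives set before the data were examined, windows 10 bp towards the TSS (1.27) and each distinct fragment counted once (1.29) gave a WT FRI value that differed from the paper's.

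The mean +1 midpoint is about 160 bp in WT FRI warm, about 140 bp in WT FRI cold, about 170 bp in *vrn1-4* FRI warm and about 160 bp in *vrn1-4* FRI cold in Supplementary Fig. 5A, read by eye. The span of 200 bp gave 137.8, 128.6, 140.6 and 134.1 bp here, and the span of 250 bp gave 158.9, 143.5, 170.9 and 160.8 bp. The mean -1 midpoint is about -150 bp in each condition in Supplementary Fig. 5B, read by eye. In the same order, the span of 200 bp gave -127.7, -128.1, -128.3 and -131.0 bp here. The span of 250 bp gave -144.9, -147.5, -145.8 and -148.7 bp.

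Some comparisons fell on the other side of the threshold. Fig. 3E marks the relative ratio as different between the genotypes in the cold, and here the exact permutation test gave p = 0.0571. The same exact test gave p = 0.0286 with midpoint assignment, with windows 10 bp away from the TSS, with fragments inside both windows left out, and in 4 of the tests that left out 1 library. Supplementary Fig. 5A marks no difference of the +1 midpoint between *vrn1-4* FRI warm and cold, and here the exact permutation test gave p = 0.0286, and p = 0.171 with the span of 250 bp. Supplementary Fig. 5B marks a difference of the -1 midpoint between *vrn1-4* FRI warm and cold, and here the exact permutation test gave p = 0.429, without a call under any alternative run. The test named in the paper's legends was not run here.

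The paper calls the repositioning more variable in *vrn1*. The mean absolute deviation of the relative ratio was larger in *vrn1-4* FRI by 0.204 here, which had no call when the ratios were regrouped (exact permutation test, p = 0.543), a regrouping that also mixes in the difference of the group means, or when the deviations from each group's median were permuted, a test chosen after seeing the values (permutation test, p = 0.171). No alternative run gave a call, the difference was 0.0705 without *vrn1-4* FRI cold replicate 4, and with 4 libraries per genotype a larger spread in *vrn1-4* FRI is not excluded.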

Other observations

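In this part, counting each distinct fragment once among the fragments drawn per library was chosen only after the result was seen. So were the separate tests of the TSS-proximal and TSS-distal shares. A common length distribution, and each distinct fragment counted once without a draw, were alternatives fixed beforehand, as stated with the processing.

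The higher ratio of TSS-proximal to TSS-distal fragments in WT FRI 1W cold was set against the extent of MNase digestion, because WT FRI fragments were also longer in the cold. With one length distribution in all libraries the ratio relative to warm was 2.28, with the exact permutation p still at its smallest, 0.0286, which argues against fragment length as the whole cause. By length, the ratio in WT FRI rose 1.43-fold for fragments of 100 to 109 bp, 1.86-fold for the next 10 lengths, 2.46-fold for the 10 lengths from 120 bp and 3.17-fold for the 10 lengths from 130 bp (exact permutation test, p = 0.0286 each), and 2.13-fold for those of 140 to 150 bp (exact permutation test, p = 0.0857). With 20000 fragments drawn and each distinct fragment counted once it was 1.7 (exact permutation test, p = 0.0286). Counting each distinct fragment once without the draw, which leaves the libraries at unequal depth, gave 1.29 (exact permutation test, p = 0.0571). Drawing 20000 fragments per library with repeats kept gave 2.35. Such a draw leaves the expected shares as they were, so this value cannot test depth. The settings that lowered the ratio count repeated fragments once, so repeated fragments, alone or together with depth, stay open. Within conditions, the deviation of a library's mean length from its condition mean and that of its log2 ratio gave r = -0.0453 (permutation p = 0.877) and rho = -0.0418 (permutation p = 0.890) over 14 libraries, and r = -0.230 (permutation p = 0.475) without the 2 libraries farthest from the median. With so few libraries per condition this does not exclude a relation. A shift of nucleosomes remains a hypothesis, limited by the dependence on where the windows are placed.

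Midpoint shifts between WT FRI warm and 1W cold were also computed in 46 other windows of 200 bp along *FLC*. The shift of -9.19 bp in the window downstream of the TSS was matched in size by 6 of them, 4 of which had the smallest p the design allows, and 8 of the 46 had that p. The largest was 18.6 bp, and 23 of the 46 moved towards the TSS. Since 6 windows in either direction reached this size, the shift downstream of the TSS cannot be told apart from shifts that occur elsewhere in *FLC*.

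The smaller rise of the ratio in *vrn1-4* FRI was not seen at every length. The ratio there rose 1.21-fold for fragments of 100 to 109 bp (exact permutation test, p = 0.0286), less than in WT FRI. It also rose less than in WT FRI for 110 to 119 bp (1.24-fold), 120 to 129 bp (1.94-fold) and 130 to 139 bp (1.97-fold). For 140 to 150 bp it rose 2.29-fold (exact permutation test, p = 0.171), against 2.13-fold in WT FRI. The smaller rise over all lengths was divided into its parts. The TSS-proximal share rose less in *vrn1-4* FRI (permutation of genotype labels within each temperature, p = 0.0357, and 0.193 after adjustment over 10 tests), while the change of the TSS-distal share, which passed no test in either genotype, was not shown to differ between them (log2 difference -0.072, p = 0.857 by the same permutation). This is consistent with a difference on the TSS-proximal side as a hypothesis, and the TSS-distal side stays open, since a test that finds no difference with 3 or 4 libraries per group does not exclude one.

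The longer fragments of WT FRI 1W cold were not confined to the +1 and +2 nucleosomes. Without the fragments centred between the TSS and 400 bp downstream, the mean length still differed by 4.25 bp (exact permutation test, p = 0.0286). A change of digestion or of nucleosomes over the whole locus was not separated further. The corresponding value in *vrn1-4* FRI was 1.66 bp (exact permutation test, p = 0.257).

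Of the 35 splits of the 7 WT FRI libraries into 3 and 4, 3 gave at least the 2 bins past the threshold that cold against warm gave, so this count is within what regrouping gives. The count in *vrn1-4* FRI was 0, with 15 bins at an unadjusted p under 0.05. All 35 of 35 splits reach a count of 0 whatever the data, so they say nothing about this comparison. With replicate number as a block, fitted over replicates 1 to 3, 12 bins passed. That fit also left out *vrn1-4* FRI cold replicate 4, without which 9 bins passed with no block, so the pairing alone cannot be credited.

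Libraries with shorter fragments had a higher GC content (r = -0.816, permutation p = 0.00058, and rho = -0.855, permutation p = 0.00019, over 14 libraries, and r = -0.718, permutation p = 0.00946, without the 2 libraries farthest from the median length). After subtracting each condition's mean, r was -0.542 (permutation p = 0.0456) and rho -0.530 (permutation p = 0.0546), and r was -0.436 (permutation p = 0.153) without the 2 farthest libraries, where it did not pass 0.05, so a relation within conditions stays open. Mean GC content was 36.2 ± 0.398% in WT FRI warm, 35.5 ± 0.511% in WT FRI 1W cold, 37.9 ± 0.299% in *vrn1-4* FRI warm and 37.2 ± 0.580% in *vrn1-4* FRI 1W cold (SD, n = 3 in the warm and 4 in the cold). Across bins, the change with cold had r = -0.511 with GC content in WT FRI and -0.772 in *vrn1-4* FRI (permutation p = 0.0001 for both, the smallest that 10000 permutations give), where bins are not independent replicates. The extent of MNase digestion may contribute to these GC differences, but between conditions it cannot be told apart from other differences between the groups.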
